# Genetic Differences in Transcript Responses to Low-Dose Ionizing Radiation Identify Tissue Functions Associated with Breast Cancer Susceptibility

**DOI:** 10.1371/journal.pone.0045394

**Published:** 2012-10-15

**Authors:** Antoine M. Snijders, Francesco Marchetti, Sandhya Bhatnagar, Nadire Duru, Ju Han, Zhi Hu, Jian-Hua Mao, Joe W. Gray, Andrew J. Wyrobek

## Abstract

High dose ionizing radiation (IR) is a well-known risk factor for breast cancer but the health effects after low-dose (LD, <10 cGy) exposures remain highly uncertain. We explored a systems approach that compared LD-induced chromosome damage and transcriptional responses in strains of mice with genetic differences in their sensitivity to radiation-induced mammary cancer (BALB/c and C57BL/6) for the purpose of identifying mechanisms of mammary cancer susceptibility. Unirradiated mammary and blood tissues of these strains differed significantly in baseline expressions of DNA repair, tumor suppressor, and stress response genes. LD exposures of 7.5 cGy (weekly for 4 weeks) did not induce detectable genomic instability in either strain. However, the mammary glands of the sensitive strain but not the resistant strain showed early transcriptional responses involving: (a) diminished immune response, (b) increased cellular stress, (c) altered TGFβ-signaling, and (d) inappropriate expression of developmental genes. One month after LD exposure, the two strains showed opposing responses in transcriptional signatures linked to proliferation, senescence, and microenvironment functions. We also discovered a pre-exposure expression signature in both blood and mammary tissues that is predictive for poor survival among human cancer patients (p = 0.0001), and a post-LD-exposure signature also predictive for poor patient survival (p<0.0001). There is concordant direction of expression in the LD-exposed sensitive mouse strain, in biomarkers of human DCIS and in biomarkers of human breast tumors. Our findings support the hypothesis that genetic mechanisms that determine susceptibility to LD radiation induced mammary cancer in mice are similar to the tissue mechanisms that determine poor-survival in breast cancer patients. We observed non-linearity of the LD responses providing molecular evidence against the LNT risk model and obtained new evidence that LD responses are strongly influenced by genotype. Our findings suggest that the biological assumptions concerning the mechanisms by which LD radiation is translated into breast cancer risk should be reexamined and suggest a new strategy to identify genetic features that predispose or protect individuals from LD-induced breast cancer.

## Introduction

Human population exposures to low-dose ionizing radiation (LD, <10 cGy) are a growing medical and public health concern due to the increasing use in medical diagnostics, therapies, security screening, and exposure to emissions from nuclear power generation and unexpected events. The human breast is sensitive to radiation-induced cancer after higher doses [1] with risks depending on exposure regimen, age at exposure, and genetic background [2], [3]. However, we know remarkably little of the molecular tissue responses after LD exposures, of response mechanisms that may be protective or risky for cancer, and how individuals may vary in their tissue repair and cancer risks. The consequences of these gaps in knowledge are not trivial and there can be serious public misconceptions and fears as dramatically illustrated in Japan and the rest of the world after the radiation releases from the Fukushima reactor complex after the Great East Japan Earthquake and tsunami of 2011.

Advanced genomic technologies have demonstrated the rich molecular responses in cells and tissues exposed to LD radiation in transcriptome, metabolome, epigenome, proteome and other omics. We have learned that LD responses can vary dramatically with genetic backgrounds and that there is very little overlap between LD and HD responses at the level of genes, pathways, networks, and functions [4], [5], [6], [7]. Although the linear-no-threshold (LNT) model remains the regulatory standard for estimating LD risks [8], it is under increasing scientific challenge because of the mounting evidence that many, and maybe most, cellular and tissue responses are not linear into the LD range [7], [9]. Dose rate is also an important variable for risk, with fractionated LD and adaptive response regimens providing protection against radiation-induced cell damage, genomic damage, and cancer endpoints [10], [11], [12], [13]. In the mammary glands (MG) of mice, lifetime tumor incidence was associated with how the exposure was fractionated, ranging from full protection to additivity of risk [12]. In the mouse p53-null chimera model, 10 cGy LD exposure to the MG stroma reduced tumor latency, suggesting that LD altered the tissue microenvironment [6], although 50 cGy did not show this effect, warranting further inquiry. While LD expression studies have provided evidence for conserved as well as cell-type specific low-dose responses [4], [5], [6], [7], the roles of genetic background on resulting tissue damage and down-stream cancer risks remain poorly understood.

Mouse models facilitate exploration of the biological and genetic features that influence risk of developing MG cancer as a result of LD exposure. The risk estimates for radiation-induced breast cancer, lung cancer and leukemia do not vary significantly between humans and mice, supporting the mouse as a reasonable surrogate model [14]. We selected two inbred strains of mice that differ in their genetic susceptibility to radiation-induced MG cancer: BALB/c as more sensitive, and C57BL/6 as more resistant [14]. BALB/c mice carry two DNA-PKcs polymorphisms with reduced protein expression, reduced catalytic activity and defective non-homologous-end-joining (NHEJ) of double strand breaks [15]. But, as we will show in this report, BALB/c and C57BL/6 also vary in RNA processing and stress response functions (including other DNA repair genes) that may contribute to their genetic differences in radiation sensitivity.

Our research strategy employs a system biology approach to examine LD-induced genomic instability and expression responses (transcriptome with *in situ* protein analyses) in radiation sensitive and resistant strains, with the purpose of identifying candidate mechanisms of genetic susceptibility for LD tissue damage and cancer risks. Radiation-induced genomic instability is a hallmark of cancer, with strong evidence that it can be induced by high dose exposures. Using a sensitive flow method for detecting chromosomal damage in white blood cells, we demonstrate that high-dose exposure induces persistent genomic instability, but only in the cancer-sensitive BALB/c mice (not in C57BL/6). In contrast, LD exposure does not induce persistent genomic instability in either strain, even though BALB/c mice are more susceptible to LD-induced cancer.

We then launched a system search for molecular mechanisms that might explain the strain differences in breast cancer susceptibility to LD exposure using transcript profiling [5], [6], since previously we found recurrent expression changes in cell lines from unrelated individuals after doses as low as 1 cGy [7]. We investigated three exposure scenarios (Figure 1A): (1) low dose (LD) group – four weekly doses of 7.5 cGy, (2) high dose (HD) group – four weekly doses of 1.8 Gy, (3) unexposed group – four weekly sham exposures. We analyzed expression profiles to identify expression signatures associated with biological functions that might explain the differential LD cancer susceptibility between these strains. We then tested LD susceptibility associated signatures in other murine and human knowledgebases (TGFβ-responsive, pubertal mammary development, human DCIS and breast cancer biomarkers, and disease free survival in human breast cancer patients) to understand their relevance to breast cancer [16], [17], [18], [19], [20]. We test the hypothesis that genetic variation in baseline expression (i.e., expression levels before radiation exposure) and in responses to LD exposures can be used to identify tissue functions that determine susceptibility to LD-induced MG cancer and tissue functions that determine individual variation for better or poorer survival among breast cancer patients. We identified several tissue functions and two transcriptional signatures that are associated with susceptibility to LD-induced cancer in mice and with poor survival in breast cancer patients. This research lays the foundation for a new systems-biology approach for identifying the mechanisms of LD radiation-induced breast cancer, and suggests a new strategy to identify genetic features that predispose/protect individuals from risk of LD radiation-induced breast cancer.

**Figure 1:**
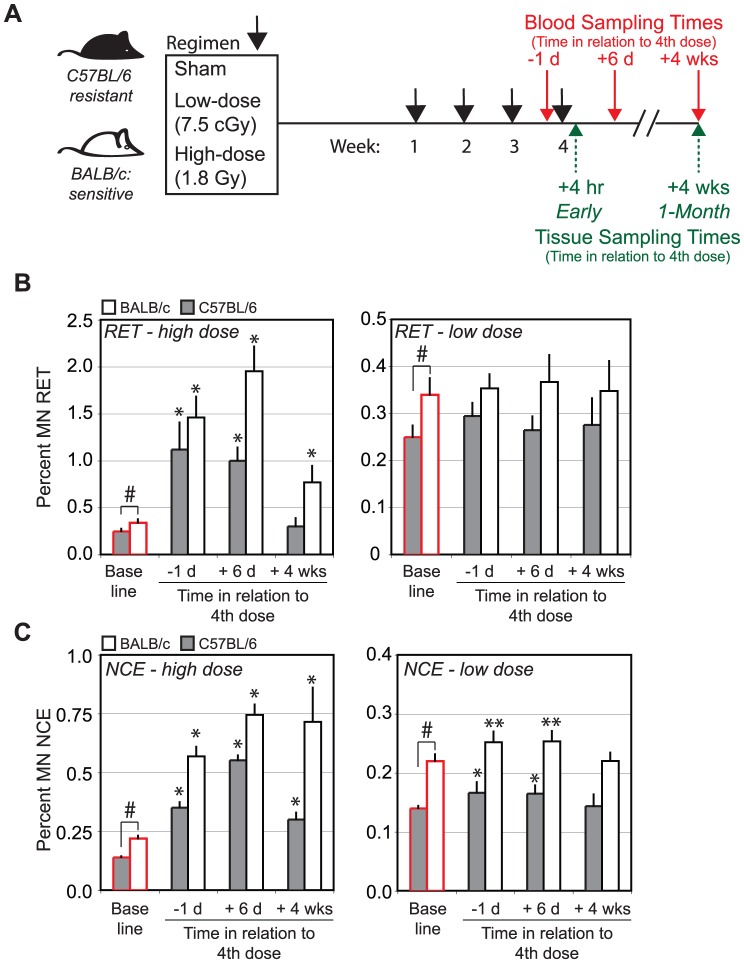
Radiation induced micronuclei in erythrocytes of mice that differ in LD-induced mammary cancer sensitivity. A. BALB/c mice are sensitive to radiation induced mammary gland, lung and ovarian cancer, whereas C57BL/6 mice are more resistant [14]. Mice were divided into three exposure groups: (1) low dose group: four weekly doses of 7.5 cGy, (2) high dose reference group: four weekly doses of 1.8 Gy and (3) unexposed group: four weekly sham irradiations (n = 6 per group). All mice were approximately 8 wks of age at the start of the radiation regimen. Saphenous vein blood was collected for micronucleus analysis at 6 days after the third dose (−1 day in relation to the 4^th^ dose), 6 days after the 4^th^ dose, and 1 month after the 4^th^ dose (n = 6 per group). Mammary gland tissues were collected for microarray (n = 4 per group) and molecular analyses at 4 hrs and 1 month after the last exposure. B. Relative frequencies of MN-RETs in high (left) and low (right) dose groups of C57BL/6 (black bars) and BALB/c mice (white bars). Bars outlined in red indicate sham-irradiated controls. C. Relative frequencies of MN-NCEs in high (left) and low (right) dose groups of C57BL/6 (black bars) and BALB/c mice (white bars). Significance was tested by ANOVA with Dunnett adjustment for multiple comparisons. An asterisk indicates significant difference in treated groups compared to the respective frequencies in sham of that same strain (* p<0.0001; ** p<0.02). The number sign (#) indicates significant baseline differences in MN RET and NCE among strains (p<0.0001).

## Results

### The baseline frequencies of micronuclei in red blood cells and transcription of 131 genes in nucleated white blood cells and mammary gland tissues differ between BALB/c and C57BL/6 female mice

We used a highly sensitive flow-cytometric assay to assess the frequency of micronucleated red cells as a measure of genome instability in unirradiated young adult female mice [21]. Figure 1B shows that the frequencies of immature reticulocytes (MN-RET) and mature normochromatic erythrocytes (MN-NCE) carrying micronuclei were ∼36% and ∼57% higher in the radiation-sensitive BALB/c strain than in the more radiation-resistant C57BL/6 strain [14] (p<0.0001; Table S1). These differences are at the high end of baseline variation among mouse strains [22], and are consistent with the significant associations that have been reported between blood micronuclei frequencies and cancer risks in human studies [23].

We also compared the transcript profiles for nucleated cells from the peripheral blood and mammary glands (after excising the inguinal lymph nodes) from BALB/c and C57BL/6 female mice to identify common variations in gene expression and their associated tissue functions. 

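Nucleated cells of peripheral blood from 4 BALB/c and 4 C57BL/6 unirradiated females at 9 weeks of age were profiled on Affymetrix HT_MG-430A arrays, with 1 array per mouse. The MG comparison used sham-irradiated females only, with 3 BALB/c and 3 C57BL/6 mice at 4 hr and 3 BALB/c and 4 C57BL/6 mice at 1 month after the last sham exposure, where the paper gives n = 4 per strain. The strain difference in the MG was taken within each time and averaged over both times. The authors deposited log2 values of the probe sets after RMA, which corrects for background, normalizes the arrays to a common distribution and summarizes the probes of a probe set. Array medians lay between 4.61 and 4.70 in blood and between 6.16 and 6.36 in the MG, so levels are compared only within a tissue. Of the probe sets, 18003 carry 1 gene symbol and stand for 11807 genes. Each probe set was tested with limma, with p-values adjusted by Benjamini-Hochberg over all probe sets. A baseline difference was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.58, the study's fold minimum. The median standard error of a log2 fold change was 0.15 in blood and 0.089 in the MG, and the number of arrays limits this precision. A gene with several probe sets is represented by the probe set with the smallest p in the comparison, or in gene lists by its brightest probe set, and positive values are higher in BALB/c. Of 41 gene lists fixed before the data were examined, 7 were taken from the study's own tables. Lists were tested against all other genes with camera at a preset inter-gene correlation of 0.01, and again with a correlation estimated from the residuals. The blood arrays shared 1 plate, while in the MG each strain had a plate of its own, so that plate and strain cannot be told apart there.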

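Single genes of the H2 region and single interferon-inducible genes were among those with the largest strain differences in blood and MG, while with all arrays the lists of such genes did not pass as wholes (adjusted p = 0.495 from camera for interferon response genes in blood and adjusted p = 0.452 in the MG, adjusted p = 0.615 and 0.115 for MHC class II genes). H2-Ea, a class II antigen-presentation gene annotated as a transcribed pseudogene on chromosome 17 from 34341952 to 34344645 of GRCm38.p6, was higher in BALB/c, with a log2 fold change of 8.37 (standard error 0.35, adjusted p = 4.55e-05) in blood and 7.03 (standard error 0.098, adjusted p = 5.51e-14) in the MG. The class I gene H2-D1 on chromosome 17 from 35263094 to 35267497 differed in the same direction, by 6.03 (standard error 0.18) in blood and, at another probe set, 7.73 (standard error 0.084) in the MG. For such values at single probe sets, a strain variant under the probes was not told apart from a difference in transcript level. The interferon-inducible gene Ifi202b was higher in BALB/c (2.96 in blood and 4.67 in the MG), while its relative Ifi209 (−4.16 and −2.83) was lower, as was the ciliary gene Rpgrip1 at 1 of its 4 probe sets (−3.05 and −4.57). In all, 68 genes differed in blood, 43 with a higher and 26 with a lower probe set in BALB/c, and 453 genes differed in the MG. Of these, 34 genes differed in the same direction in both tissues, and over their 60 probe sets the log2 fold changes of blood and MG had r2 = 0.912. With the probe sets that differ in opposite directions kept in, r2 was 0.845, and over all probe sets r was 0.307, across genes, which are not independent replicates. A strain variant under the probes could recur in both tissues, so these correlations do not tell it apart from a difference in transcript level. In blood the strains share no plate column, and with the column as a covariate 4 genes differed in blood, 4 of them in both tissues, against 12 and 10 with a replicate block, 37 and 17 with 1 probe set per gene and 392 and 101 with array weights.
The blood array of C57BL/6 replicate 4 correlated with the other blood arrays at 0.808 to 0.829, against 0.973 to 0.995 among the others, and its mean over liver genes lay 8.38 log2 units above the median blood array. Without that array, 354 genes differed in blood and 95 in both tissues, with r2 = 0.856 over the latter. The MHC class II list then passed camera in the direction opposite to H2-Ea, with a median of −0.32 (adjusted p = 0.00709 from camera, adjusted p = 0.878 with an estimated correlation), and it had −0.31 with array weights (adjusted p = 0.00981 from camera) and −0.89 with plate column as a covariate (adjusted p = 0.0151 from camera). Against the median blood array, the list's mean was −0.88, 0.077, −0.077 and −0.77 in BALB/c replicates 1 to 4. T cell genes lay at 0.77, −0.29, 0.085 and 0.78 in the same arrays. Without C57BL/6 replicate 4 the T cell list was higher in BALB/c (adjusted p = 5.23e-04 from camera, adjusted p = 0.878 with an estimated correlation). The make-up of the samples was not told apart from a strain difference within cells. Leaving out BALB/c blood replicates 1 to 4 in turn gave 44, 32, 34 and 34 genes in blood, and leaving out C57BL/6 replicates 1 to 3 gave 39, 35 and 31. The genes shared by both tissues then numbered 21 without BALB/c replicate 3, 22 without BALB/c replicate 4 and 21 without C57BL/6 replicate 3. The paper takes the genes with the same relative expression in both tissues as a systemic baseline signature.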

Figure 2A shows that the BALB/c to C57BL/6 transcript ratios for the 131 genes comprising the “systemic baseline signature” are strongly correlated in blood and mammary gland cells (r^2^ = 0.83, Figure 2A). 

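Single genes of RNA processing and DNA repair differed strongly between the strains, while the lists as wholes moved little. Among 52 measured RNA processing genes, Papola, the poly(A) polymerase of messenger RNA, was higher in BALB/c MG (1.50, standard error 0.10, adjusted p = 9.44e-07), as was the splicing factor Rbm39 (0.92, standard error 0.069, adjusted p = 2.38e-06 at 1 probe set), and the RNase P subunit Pop4 was lower (−1.05, standard error 0.091, adjusted p = 1.02e-05). Of the probe sets of Rbm39 5 of 7 pointed the other way, and of Papola 1 of 4. In the MG 1 gene of this list was higher and 7 were lower in BALB/c at an adjusted p under 0.05, each gene taken at its brightest probe set (the same numbers when adjusted over the list alone), with a median log2 fold change of −0.068 (adjusted p = 0.0293 from camera, adjusted p = 0.864 with an estimated correlation). That call ended without C57BL/6 sham 4 hr replicate 3 (median −0.051, adjusted p = 0.112), without C57BL/6 sham 1 month replicate 3 (median −0.055, adjusted p = 0.0940), without BALB/c sham 4 hr replicate 3 (median −0.057, adjusted p = 0.0718) and without BALB/c sham 1 month replicate 3 (median −0.057, adjusted p = 0.0679). In blood 0 were higher and 0 lower, 1 higher and 2 lower when adjusted over the list alone (adjusted p = 0.362 from camera). Lists of cell types passed camera in the MG too, with medians of −1.29 for brown adipocyte, −0.19 for luminal and 0.17 for endothelial genes (adjusted p = 0.00451, 0.0406 and 0.0499 from camera). None of these held with an estimated correlation (adjusted p = 0.864 for each). The make-up of the glands was not told apart from a strain difference within cells.
Of 53 DNA repair genes, 2 were higher and 5 lower in BALB/c MG at an adjusted p under 0.05 without a fold minimum, the same numbers when adjusted over the list alone, among them the nucleotide excision repair gene Rad23b (−0.81), the end-joining gene Xrcc6 (−0.84) and the Fanconi anemia gene Fancc (−0.55, standard errors 0.072, 0.098 and 0.062). The list did not pass as a whole in either tissue (adjusted p = 0.407 from camera in the MG and adjusted p = 0.179 in blood). None of 11 heat shock and chaperone genes reached an adjusted p under 0.05 in either tissue, over all genes or adjusted over the list alone. In blood, peroxiredoxin and antioxidant genes had a median of −0.47 (adjusted p = 6.47e-05 from camera, adjusted p = 0.684 with an estimated correlation) and cholesterol synthesis genes a median of −0.80 with 16 of 16 negative (adjusted p = 6.47e-05 from camera, adjusted p = 0.684 with an estimated correlation). Liver expresses both groups strongly. With plate column as a covariate the direction turned in both, to 0.15 for the peroxiredoxin and 0.64 for the cholesterol list. The peroxiredoxin call ended without blood C57BL/6 replicate 4 (median −0.046, adjusted p = 0.159) and without the arrays with liver transcripts (median −0.074, adjusted p = 0.0718). The cholesterol call held without the C57BL/6 blood array with liver transcripts at a median of −0.19 (adjusted p = 0.00709) and ended without the arrays with liver transcripts (median −0.13, adjusted p = 0.0521).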

Figure 2B shows that the systemic baseline signature is significantly enriched for genes involved in stress response and RNA processing and includes DNA repair-associated genes. 

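Parp3, which encodes a DNA strand-break-sensing ADP-ribosyltransferase and lies on chromosome 9 from 106470322 to 106476949 of GRCm38.p6, was lower in BALB/c in both tissues. Its log2 value in the MG sham arrays averaged 7.92 in BALB/c and 9.82 in C57BL/6, a log2 fold change of −1.92 (standard error 0.13, adjusted p = 1.12e-06), and in blood the difference was −1.96 (standard error 0.17, adjusted p = 0.00310). Msh5, a MutS homolog of meiotic recombination on chromosome 17 from 35028605 to 35046997, between H2-Ea and H2-D1, was higher in BALB/c. Its difference was at least 1.65 (standard error 0.18, adjusted p = 0.00822) in blood and 0.78 (standard error 0.12, adjusted p = 0.00170) in the MG. Without replicate 4, Msh5 averaged 3.57 in C57BL/6 blood, under the array medians, so its blood value is a lower bound. Smc6, a subunit of the SMC5/6 repair complex on chromosome 12 from 11265886 to 11319785, was higher in BALB/c by 2.36 (standard error 0.30, adjusted p = 0.0199) in blood and 0.93 (standard error 0.15, adjusted p = 0.00184) in the MG. Each gene had a further probe set with a smaller difference in the same direction in the MG, −0.87 for Parp3, 0.18 for Msh5 and 0.23 for Smc6 (adjusted p = 1.14e-04, 0.195 and 0.221). In blood these further probe sets also had smaller differences in the same direction, −0.75, 0.56 and 0.74 (adjusted p = 0.414, 0.423 and 0.0420). The Smc6 call in blood ended without blood BALB/c replicate 2 (2.21, adjusted p = 0.0703), without blood BALB/c replicate 3 (2.27, adjusted p = 0.0962), without blood BALB/c replicate 4 (2.34, adjusted p = 0.0937), without blood C57BL/6 replicate 2 (2.42, adjusted p = 0.0759) and without blood C57BL/6 replicate 3 (2.36, adjusted p = 0.0804).

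**Figure D1:**
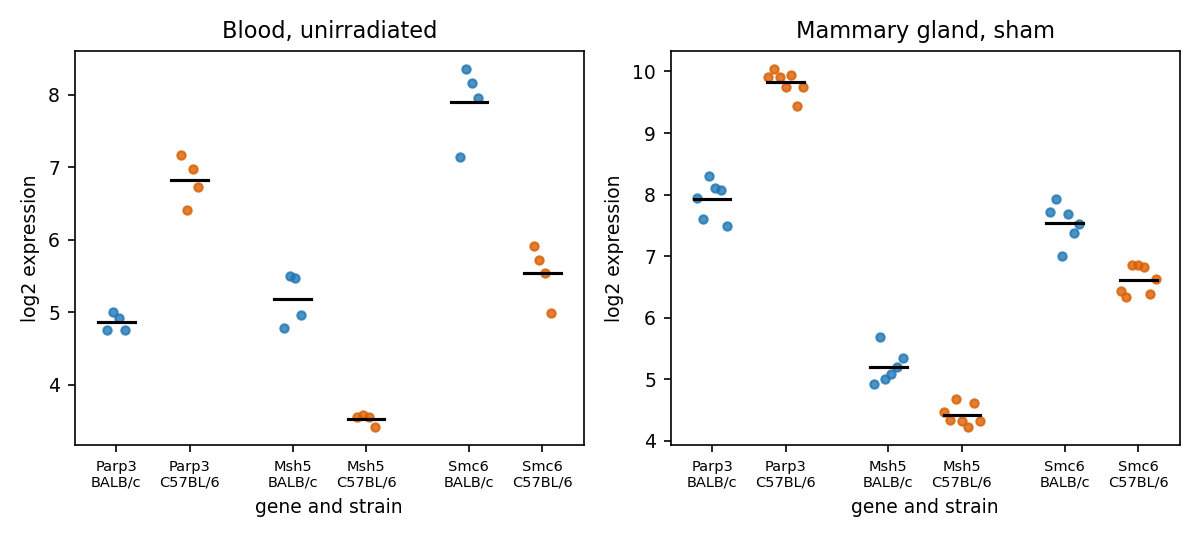
Log2 values of Parp3, Msh5 and Smc6 per array (points) with group means (bars) in blood (left) and MG (right) of unirradiated or sham-irradiated BALB/c and C57BL/6 females. BALB/c arrays lie below C57BL/6 arrays for Parp3 and above them for Msh5 and Smc6. Mean differences in blood are −1.96 for Parp3, at least 1.65 for Msh5 and 2.36 for Smc6.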

BALB/c tissues showed lower transcript levels than C57BL/5 for the DNA repair genes PARP3 and RAD23A (not reported previously), and higher transcript levels for MSH5 and SMC6. The PARP3, MSH5, and SMC6 expression findings were confirmed by qPCR (Table S7).

**Figure 2:**
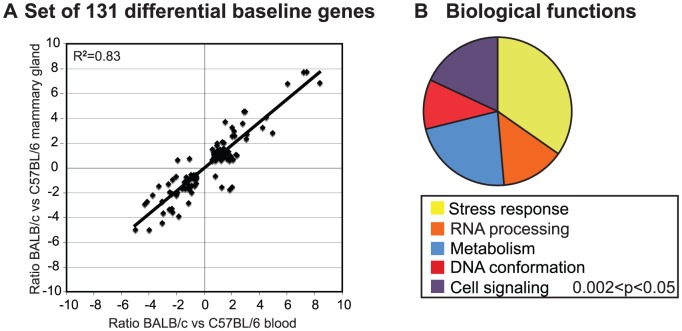
Genetic differences in baseline gene expression are correlated among tissues and associated with diverse functions. A. Transcript profiles of BALB/c (n = 4) and C57BL/6 (n = 4) mice in mammary glands and blood identified 131 genes with the same relative ratio of expression in mammary gland and blood (r^2^ = 0.83). B. Distributions of functions (GO – biological processes) associated with the 131-gene set.

### LD did not induce or contribute to genomic instability in either strain

We measured the frequencies of micronucleated red blood cells after whole-body LD and HD exposures in sensitive BALB/c and resistant C57BL/6 female mice at the three times indicated in Figure 1A. The LD exposures induced small transient increases in MN-NCE in both strains at the two early sampling times (p<0.02), but neither strain showed evidence of radiation-induced genomic instability at 1 month after exposure (Figure 1C). The HD reference exposures (Figures 1B and 1C) increased in the frequencies of MN-RET and MN-NCE at the early sampling times in both strains (p<0.0001, Tables S2 and S3). Interestingly, the radiation-sensitive BALB/c showed significant radiation-induced genomic instability at 1 month after HD exposure while the radiation-resistant C57BL/6 mice showed no evidence of this (p<0.0001; Figure 1B, Tables S2 and S3). We confirmed this finding in a separate study of mice treated with a combined LD/HD regimen where each 7.5 cGy dose was followed 6 hr later by a 1.8 Gy dose (Tables S2 and S3). The BALB/c and C57BL/6 mice that received the combined LD/HD regimen were indistinguishable from the animals that received HD alone, confirming that the LD regimen did not induce or contribute to genomic instability in either strain.

These findings led to the hypothesis that the increased MG cancer risks in BALB/c mice after LD radiation are more likely to be associated with genetically driven differences in oncogenic barriers in their tissues. This motivated our comprehensive comparative analysis of gene expression profiles in the BALB/c and C57BL/6 strains to identify mammary tissue functions that might explain the differences in LD-induced mammary cancer rates.

### Early transcriptional responses to LD radiation are associated with immune, epithelial, and microenvironment signaling in BALB/c

Analysis of transcription profiles in MG tissues from BALB/c and C57BL/6 strains at 4 hrs (i.e., for the early response) and 1 month after LD exposure (Figure 1A; n = 4 per group) revealed response functions unique for each strain that were not induced by HD exposures. 

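Whole MG of females exposed to 4 weekly fractions of 7.5 cGy (LD) or 1.8 Gy (HD) from 8 weeks of age, or to sham exposure, was profiled on the same array type at 4 hr and 1 month after the last fraction, with 1 array per mouse. For BALB/c there were 4 LD, 4 HD and 3 sham arrays at 4 hr, and 2 LD, 4 HD and 3 sham arrays at 1 month. For C57BL/6 there were 4 LD, 4 HD and 3 sham arrays at 4 hr, and 4 of each at 1 month. Each irradiated group was compared with the sham group of its strain and time in 1 limma fit over all arrays of the strain's plate, and strain differences are BALB/c minus C57BL/6 responses. A gene was counted at the study's thresholds, an absolute log2 fold change above 0.58 with an unadjusted p under 0.1 (LD) or under 0.01 (HD), and at an adjusted p under 0.05. The paper's text and the supplementary tables used here do not say whether its p was adjusted, and it was taken as unadjusted. The median standard error of a log2 fold change was 0.13 for BALB/c at 4 hr, 0.15 for BALB/c LD at 1 month, 0.12 for C57BL/6 at 4 hr and 0.11 for C57BL/6 at 1 month. At 4 hr sham arrays lay in plate columns 1 to 4 (BALB/c) and 1 to 3 (C57BL/6) and irradiated arrays in columns 6 to 12. At 1 month these were columns 1 to 5 and 6 to 12 for BALB/c and 1 to 5 and 5 to 12 for C57BL/6, the only strain and time with a column in common, so plate position and treatment cannot be told apart. The LD and HD arrays of a time share no column in either strain, so position and dose cannot be told apart between them either. Some arrays held transcripts of other tissues. The mean over skeletal muscle genes lay 6.57 log2 units above the median array in BALB/c HD 4 hr replicate 1 and 5.25 in C57BL/6 sham 1 month replicate 2. B cell genes lay 3.06 above it in BALB/c HD 1 month replicate 1. In BALB/c at 4 hr, LD replicate 1 had 2.45 more epidermal and hair gene signal, and LD replicate 2 and sham replicate 1 had 2.09 and 2.37 more muscle gene signal.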

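At 4 hr after LD exposure of BALB/c, the genes with the largest changes included the sodium/iodide symporter Slc5a5 (1.53, standard error 0.32), the sodium pump regulator Fxyd2 (1.57, standard error 0.29) and the tryptophan-degrading enzyme Ido1 (3.16, standard error 0.91) on the higher side, and the macrophage elastase Mmp12 (−2.38, standard error 0.85) on the lower side. In BALB/c 244 genes exceeded the study's thresholds, 120 higher and 124 lower, against 55 in C57BL/6, 25 higher and 30 lower, a ratio of 4.44. At an adjusted p under 0.05 from limma the count was 0 in both strains, while 1542 genes in BALB/c and 791 in C57BL/6 had an unadjusted p under 0.05. Of the BALB/c genes 8 also exceeded the thresholds in C57BL/6 (1.14 expected for independent lists, Fisher's exact test, p = 1.56e-05), 7 with the same sign. Fisher's test treats genes as independent and equally likely to pass, so its p-value is not evidence of a shared response. Of the 340 BALB/c probe sets past the thresholds, 267 had the same sign in C57BL/6, at a slope of 0.198. No gene differed between the LD responses of the strains at an adjusted p under 0.05, with 720 at an unadjusted p under 0.05. Residuals shuffled between arrays gave 169 genes past the LD thresholds on average in BALB/c (highest 491) and 115 in C57BL/6 (highest 419). Irradiated and sham arrays lay fully apart at 10.9% of probe sets in BALB/c and 5.5% in C57BL/6, where chance gives 5.71%.
With the plate column as a covariate the counts were 816 in BALB/c and 1066 in C57BL/6, which turns the ratio around, in a model that extends a straight trend to the columns of the sham arrays. The BALB/c count was 378 without sham replicate 1, and 508 without the BALB/c arrays with muscle, lymphoid or skin transcripts. Without C57BL/6 sham replicate 1, 1 gene passed at an adjusted p under 0.05 in C57BL/6. The C57BL/6 count at the thresholds was 110 without LD replicate 1, 109 without LD replicate 3, 109 without sham replicate 2 and 89 without sham replicate 3. The genes past the thresholds in both strains numbered 13 and 5 without BALB/c sham replicates 2 and 3, 18 and 18 without C57BL/6 LD replicates 1 and 3, and 19 and 13 without C57BL/6 sham replicates 2 and 3.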

Figure 3 shows that there were ∼4× more modulated genes in BALB/c tissue than in C57BL/6 at 4 hours after LD exposure (Table S4). The differentially expressed gene sets were computationally mapped to curated functions (Figure S1A), canonical pathways (Figure 4A), and networks (Figure 4B, S2). These analyses suggested that early LD responses of BALB/c mice involved down-regulation of immune, epithelial, and microenvironment functions (14 canonical pathways, 0.002<p<0.02), which were not affected by LD in C57BL/6 nor by HD exposure in either strain (Figure 4A, and Table S5 for an inclusive listing). 

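In BALB/c at 4 hr after LD, cell cycle, macrophage and extracellular matrix genes were lower and luminal epithelial genes higher than in sham mice. Of 40 measured mitosis genes 40 were lower, with a median log2 fold change of −0.37 (adjusted p = 2.54e-08 from camera), the kinesin gene Kif11 with −0.64 (standard error 0.18). Of 30 luminal epithelial genes 23 were higher (median 0.31, adjusted p = 5.80e-05 from camera), among them the keratin gene Krt7 with 0.96 (standard error 0.36). Of 40 extracellular matrix genes 32 were lower (median −0.16, adjusted p = 0.00494 from camera), including Fbn2 with −1.11 (standard error 0.36) and Vcan with −0.79 (standard error 0.32). Of 12 NK and cytotoxic cell genes 10 were lower (median −0.30, adjusted p = 0.00558 from camera), with granzyme Gzmb at −0.68 (standard error 0.27). No list call at 4 hr after LD held with an estimated correlation (adjusted p = 0.567, 0.614, 0.660 and 0.567 for these 4 lists), and no gene of them passed at an adjusted p under 0.05, over all genes or, apart from 2 mitosis genes, adjusted over the list alone. The luminal call ended without sham replicate 2 (median 0.16, adjusted p = 0.0619), the matrix call without LD replicate 3 (median −0.091, adjusted p = 0.0530) and without sham replicate 2 (median −0.093, adjusted p = 0.261) and the NK call without LD replicate 3 (median −0.26, adjusted p = 0.0530) and without sham replicate 2 (median −0.23, adjusted p = 0.128).
Cholesterol synthesis genes were lower after LD in C57BL/6 (16 of 16, median −0.41, adjusted p = 2.61e-06 from camera, adjusted p = 0.935 with an estimated correlation) and BALB/c (13 of 16, median −0.28, adjusted p = 0.0189 from camera, adjusted p = 0.660 with an estimated correlation), and the strain difference was not called (adjusted p = 0.288 from camera). The BALB/c cholesterol call ended without LD replicate 2 (median −0.26, adjusted p = 0.0600), without LD replicate 4 (median −0.25, adjusted p = 0.0626), without sham replicate 1 (median −0.26, adjusted p = 0.109), without sham replicate 3 (median 0.034, adjusted p = 0.894) and without the arrays with muscle, lymphoid or skin transcripts (median −0.23, adjusted p = 0.267). Interferon response genes had medians of −0.32 in C57BL/6 (adjusted p = 3.44e-05 from camera, adjusted p = 0.935 with an estimated correlation) and −0.22 in BALB/c (adjusted p = 0.283 from camera), and again the strain difference was not called (adjusted p = 0.487 from camera). The mitosis genes differed between the strains' LD responses by a median of −0.58 (adjusted p = 1.14e-06 from camera, adjusted p = 0.910 with an estimated correlation), a call that ended without C57BL/6 LD 4 hr replicate 3 (median −0.28, adjusted p = 0.0607). After HD in BALB/c the luminal genes fell instead (median −1.12, 19 of 30 lower at an adjusted p under 0.05 and 24 when adjusted over the list alone, adjusted p = 3.43e-17 from camera, adjusted p = 0.199 with an estimated correlation). The HD values of the matrix and mitosis lists in BALB/c were −0.43 (adjusted p = 6.57e-07 from camera, adjusted p = 0.295 with an estimated correlation) and −0.64 (adjusted p = 3.89e-10 from camera, adjusted p = 0.331 with an estimated correlation). From pathway mapping of the genes past its thresholds, the paper proposes that the early LD response of BALB/c involved lower immune, epithelial and microenvironment functions that LD did not affect in C57BL/6 and HD did not affect in either strain.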

LD exposure in BALB/c but not C57BL/6 also altered expression in networks consistent with increased HIF1A stress response (Figure 4B), decreased immune and endothelial function (Figure 4A), and altered MG developmental- and TGFβ- regulation (Table 1).

**Figure 3:**
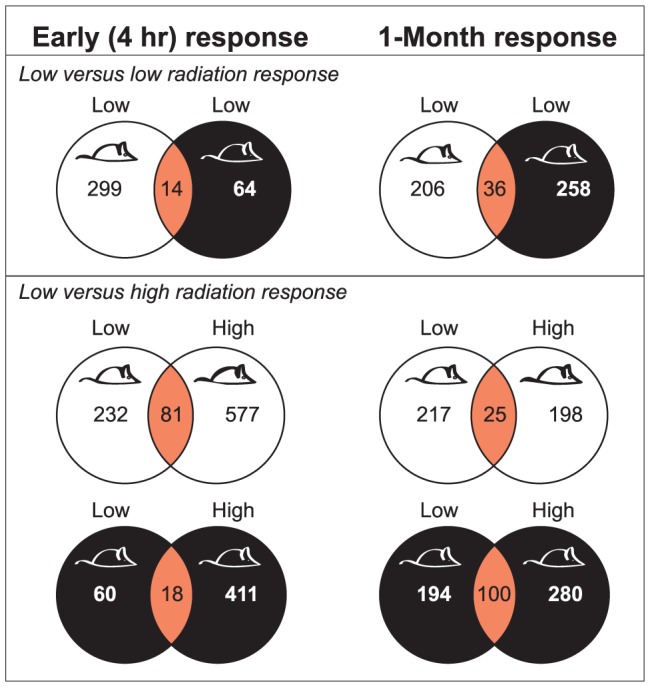
Radiation responses are dependent on genotype, dose and time after exposure. Early and 1-month response gene lists were generated based on (fold-change = 1.5 fold; p-value≤0.01 for high dose; ≤0.1 for low dose). BALB/c mice in white, C57BL/6 in black, overlap in orange.

**Figure 4:**
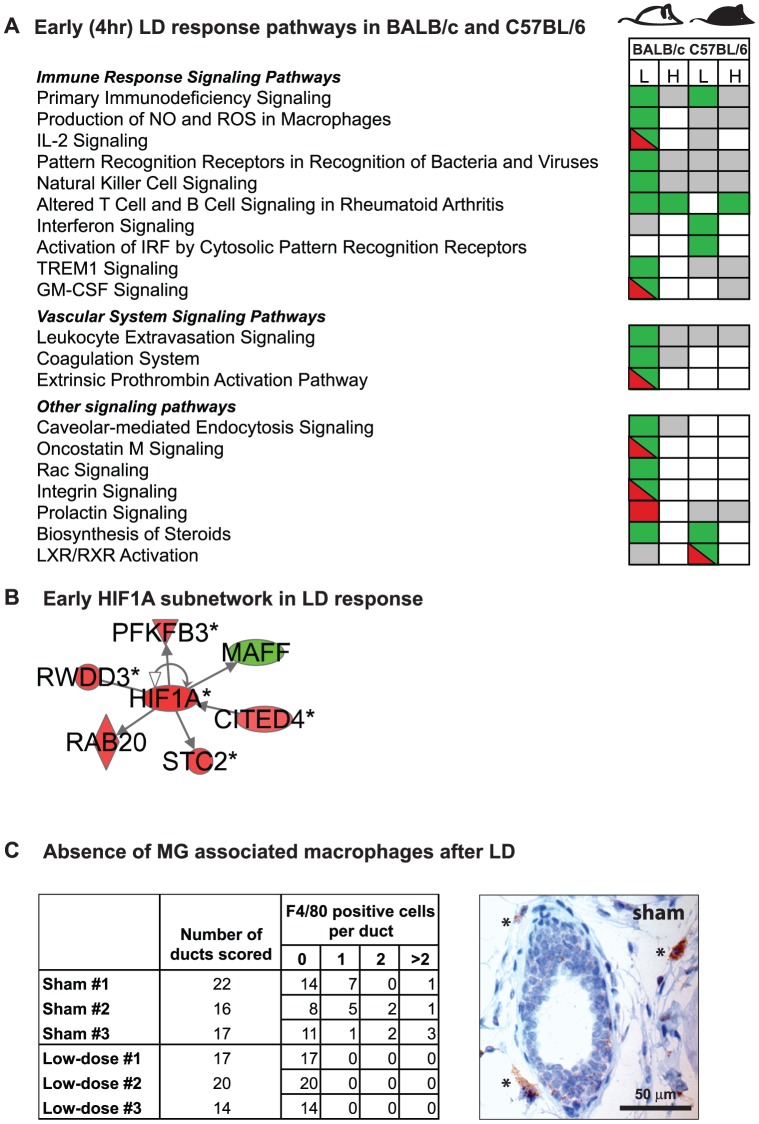
Unique early LD radiation response pathways and networks in mammary glands of BALB/c and C57BL/6. A. Early (4 hr) response for canonical pathways in BALB/c and C57BL/6 mice after low (L) or high (H) dose radiation. Downregulated pathways in green; upregulated pathways in red; pathways containing both have diagonal line; pathways not reaching statistical significance in gray. B. HIF1A Subnetwork. Protein network centered on HIF1A in the BALB/c. Downregulated genes in green; upregulated genes in red. C. Immunohistochemical (IHC) analyses of mammary glands of sham and low-dose irradiated BALB/c mice. In sham irradiated BALB/c mice at least 35% of mammary gland ducts have a surrounding macrophage. In contrast, in low-dose irradiated BALB/c mice, no macrophages were observed in 3/3 animals. A representative image of IHC analysis of EMR1 (F4/80) protein in the mammary gland of a sham irradiated BALB/c mouse is shown on the right.

**Table 1:** The early LD radiation response in BALB/c mice is mediated by TGFβ, involves inappropriate expression of mammary development genes, and involves breast cancer associated genes.

Gene Function	Early (4-hr) LD responsive genes in BALB/c mice (total = 313)
TGFβ responsive^a^	144 (46%)
MG development [19]	89^b^ (28%)
Breast-cancer associated [18]	41 (13%)

a TGFβ signaling and interaction database (http://actin.ucd.ie/tgfbeta/) and [20].

b 42 genes overlap with TGFβ responsive genes.

The LD induced HIF1A transcription factor network has been associated with cellular responses to genotoxic stress and low O_2_, (Figure 4B). 

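Hypoxia and HIF1 target genes moved little as a group in BALB/c at 4 hr after LD. Of 31 such genes fixed beforehand, 20 had positive and 11 negative log2 fold changes, with a median of 0.092 (adjusted p = 0.0364 from camera, adjusted p = 0.567 with an estimated correlation). The glucose transporter Slc2a1 (0.57, standard error 0.18) and the mitophagy receptor gene Bnip3 (0.47, standard error 0.14), both induced by low oxygen, were among the higher ones, while the carbonic anhydrase gene Car9, a further target, was at −0.38 (standard error 0.12). Over all genes 0 of them passed at an adjusted p under 0.05 from limma, and adjusted over the list alone 3 were higher and 1 lower. The list's call ended without LD replicate 3 (median 0.087, adjusted p = 0.116), without LD replicate 4 (median 0.086, adjusted p = 0.0574), without sham replicate 1 (median 0.097, adjusted p = 0.0932) and without sham replicate 2 (median 0.077, adjusted p = 0.477). In C57BL/6 its median was 0.025 (adjusted p = 0.948 from camera), and the difference between the strains was 0.14 (adjusted p = 0.168 from camera).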

L2L analyses (http://depts.washington.edu/l2l/) identified 11 genes upregulated in LD-exposed BALB/c mice that were also upregulated under hypoxic conditions in renal epithelial and carcinoma cell systems (4.3e-05<p<9.0e-03) [24], [25], [26]. The HIF1A, STC2 and RAB20 responses were confirmed by qPCR (Table S7).

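Hif1a, the oxygen-regulated transcription factor, had a log2 fold change of 0.35 (standard error 0.24, adjusted p = 0.663) in BALB/c at 4 hr after LD (log2 values 10.35 ± 0.43 (SD, n = 4) after LD and 10.00 ± 0.081 (SD, n = 3) in sham mice). Stc2, a secreted glycoprotein gene induced by hypoxia, had 0.69 (standard error 0.30, adjusted p = 0.478), and Rab20, a small GTPase gene and HIF1 target, had 0.69 (standard error 0.17, adjusted p = 0.206). In C57BL/6 the values were 0.19 (standard error 0.19) for Hif1a and 0.47 (standard error 0.46) for Stc2, both at another probe set than in BALB/c, and 0.13 (standard error 0.18) for Rab20. None of the differences between the strains passed at an adjusted p under 0.05, with 0.56 (standard error 0.26) for Rab20 as the largest.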

The LD modulated immune system network in BALB/c (Figure 4A, S2; Table S5) was associated with lymphocyte activation, and expression of cytokines, chemokines, and macrophage markers. The early BALB/c responses of selected genes in this network (IRF8, IL7R and TREM2) were confirmed by qPCR (Table S7). 

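Irf8, a transcription factor of the macrophage lineage, had a log2 fold change of −0.87 (standard error 0.45, adjusted p = 0.553) in BALB/c at 4 hr after LD, from 5.97 ± 0.29 (SD, n = 3) in sham mice to 5.10 ± 0.17 (SD, n = 4) after LD, and 0.37 with plate column as a covariate. Trem2, a lipid receptor of macrophages on chromosome 17 from 48346401 to 48352276 of GRCm38.p6, had −1.12 (standard error 0.35, adjusted p = 0.299). The values in C57BL/6 were −0.28 (standard error 0.25) and −0.24 (standard error 0.16). Lymphocyte lists did not pass in BALB/c, with a median of −0.087 over 14 T cell genes (adjusted p = 0.757 from camera) and −0.075 over 12 B cell genes (adjusted p = 0.658 from camera). Of 14 T cell genes in C57BL/6, 12 were negative, with a median of −0.23 (adjusted p = 0.0238 from camera, adjusted p = 0.987 with an estimated correlation), a call that ended without LD replicate 3 (median −0.22, adjusted p = 0.0551) and without sham replicate 1 (median −0.10, adjusted p = 0.489), and the strain difference was not called (median 0.18, adjusted p = 0.498 from camera). The B cell genes there had a median of −0.046 (adjusted p = 0.529 from camera). None of these genes passed at an adjusted p under 0.05 in either strain, over all genes or adjusted over the list alone. Il7r was not analysed here.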

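At 4 hr after LD in BALB/c, coagulation genes moved in both directions. The protease genes Plau (−0.69, standard error 0.23, adjusted p = 0.346) and F7 (−0.65, standard error 0.17, adjusted p = 0.241), which activate plasminogen and start clotting, had negative log2 fold changes (0.0059 for Plau with plate column as a covariate), while F3, the tissue factor that binds the F7 product, had 0.98 (standard error 0.25, adjusted p = 0.241). Over 29 coagulation genes the median was −0.090 (adjusted p = 0.208 from camera), with 1 higher and 3 lower at the study's thresholds. Among leukocyte extravasation genes, the hyaluronan receptor Cd44 (−0.71, standard error 0.31), P-selectin Selp (−0.56, standard error 0.23) and the integrin Itgb2 (−1.12, standard error 0.56) had negative values, and over 24 genes the median was −0.083 (adjusted p = 0.208 from camera). No gene of either list passed at an adjusted p under 0.05 from limma over all genes, and adjusted over the list alone 1 coagulation gene was higher and 2 lower, and 0 extravasation genes were higher and 0 lower. The medians in C57BL/6 were −0.011 and −0.023, and the strain differences were not called (adjusted p = 0.307 from camera and adjusted p = 0.288).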

The early BALB/c specific LD transcriptional response also was associated with down-regulation of coagulation and leukocyte extravasation signaling (Figure 4A). These functions are an essential part of the inflammatory reaction. 

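Macrophage genes were lower as a group in BALB/c MG at 4 hr after LD. Of 25 macrophage genes 24 had negative log2 fold changes, with a median of −0.66 (adjusted p = 1.87e-07 from camera, adjusted p = 0.567 with an estimated correlation), and 11 were lower at the study's thresholds. Adgre1, the gene of F4/80 on chromosome 17 from 57358581 to 57483529 of GRCm38.p6, had −0.92 (standard error 0.34, adjusted p = 0.392), with log2 values of 7.07 ± 0.23 (SD, n = 4) after LD and 7.99 ± 0.57 (SD, n = 3) in sham mice. Gpnmb, a lysosomal glycoprotein gene of lipid-laden macrophages on chromosome 6 from 49036518 to 49058182, had −2.01 (standard error 0.45, adjusted p = 0.173). The integrin Itgax (−1.10), the complement receptor C3ar1 (−1.10) and the pore-forming Mpeg1 (−1.18) had values of like size. With limma at an adjusted p under 0.05, 0 of the list passed over all genes and 3 adjusted over the list alone. The sham arrays differed among themselves, and the list's call ended without sham replicate 2 (median −0.22, adjusted p = 0.0792). After HD the list's median in BALB/c was −0.54 (adjusted p = 1.26e-04 from camera, adjusted p = 0.495 with an estimated correlation), a call that ended without sham replicate 2 (median −0.22, adjusted p = 0.186).

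**Figure D2:**
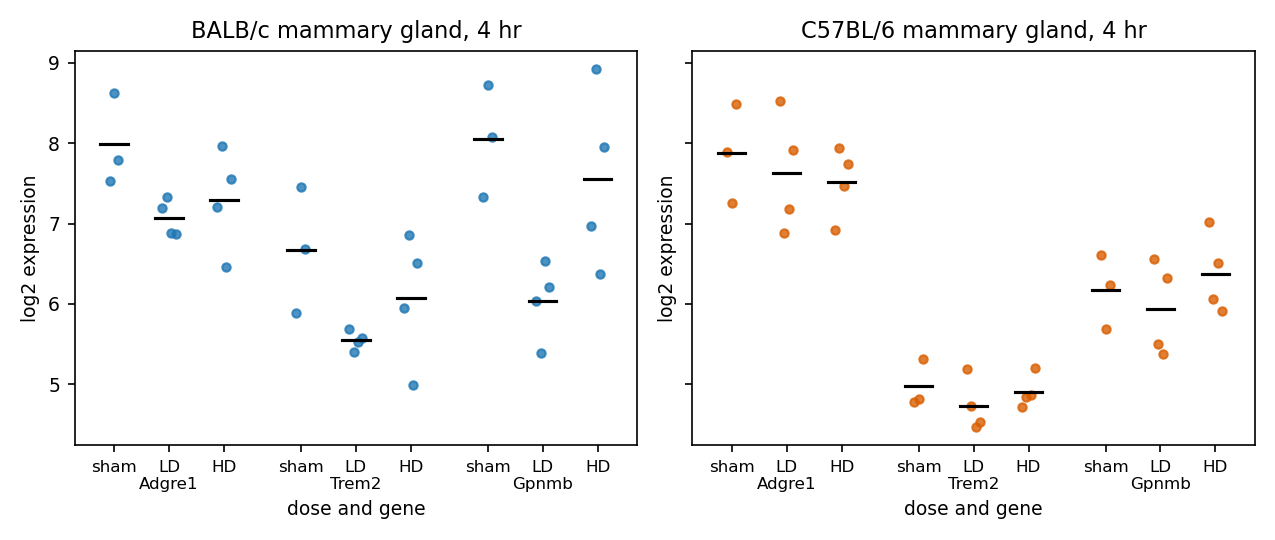
Log2 values of Adgre1, Trem2 and Gpnmb per array (points) with group means (bars) in MG at 4 hr after sham, LD or HD exposure, in BALB/c (left) and C57BL/6 (right). The BALB/c LD arrays have a mean of 6.04 for Gpnmb against 8.05 in sham mice. The LD mean lies under the MG array medians (6.16 to 6.36), so the size of this change may be understated.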

Down-regulation of the macrophage-specific marker EMR1 (F4/80) and macrophage-associated proteins (TREM2 and GPNMB) suggested that LD-exposure led to a reduction in macrophages in BALB/c mice. This prediction was tested and confirmed by IHC in tissue sections of sham and low-dose irradiated BALB/c mice (Figure 4C; p = 0.01). 

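In C57BL/6 at 4 hr after LD, Adgre1 had a log2 fold change of −0.25 (standard error 0.33, adjusted p = 0.997) and Gpnmb one of −0.23 (standard error 0.34, adjusted p = 0.997), both smaller than the spread between arrays allows to detect. Of 25 macrophage genes 22 were negative, with a median of −0.23 (adjusted p = 0.0239 from camera, adjusted p = 0.987 with an estimated correlation), 1 gene, the Fc receptor Fcgr1 (−0.81, standard error 0.47, and 0.050 with plate column as a covariate), was lower at the study's thresholds, and 0 passed at an adjusted p under 0.05 from limma. Adjusted over the list alone, 0 passed. The call of the list ended without LD replicate 2 (median −0.068, adjusted p = 0.291), without LD replicate 3 (median −0.069, adjusted p = 0.566), without sham replicate 1 (median −0.17, adjusted p = 0.286) and without sham replicate 3 (median −0.070, adjusted p = 0.739). The BALB/c response minus the C57BL/6 response was −1.77 (standard error 0.59, adjusted p = 1.00) for Gpnmb, −0.88 (standard error 0.39, adjusted p = 1.00) for Trem2 and −0.66 (standard error 0.49, adjusted p = 1.00) for Adgre1. Over the list this difference had a median of −0.28, with 25 of 25 genes negative (adjusted p = 0.00642 from camera, adjusted p = 0.910 with an estimated correlation). That call ended without C57BL/6 LD 4 hr replicate 1 (median −0.20, adjusted p = 0.115), without C57BL/6 LD 4 hr replicate 4 (median −0.16, adjusted p = 0.0732), without C57BL/6 sham 4 hr replicate 2 (median −0.098, adjusted p = 0.340) and without BALB/c sham 4 hr replicate 2 (median −0.062, adjusted p = 0.875). Sham levels of Gpnmb, Trem2 and Adgre1 were not taken into account in these differences. Less room to fall in C57BL/6 was therefore not told apart from a smaller response.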

There was no significant change or downregulation of the expression of any of these macrophage-associated genes in similarly treated C57BL/6 female mice.

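The study's MG development genes had larger positive than negative changes in BALB/c at 4 hr after LD. Of 73 measured genes of Table S6, 49 had positive and 24 negative log2 fold changes, with a median of 0.56 (adjusted p = 3.05e-06 from camera, adjusted p = 0.567 with an estimated correlation). At the study's thresholds 34 were higher and 12 lower. The study chose these genes on these arrays, so their direction is not independent evidence. They included the kinectin gene Ktn1 (0.93, standard error 0.20) among the higher and the glycosyltransferase gene Galnt2 (−0.84, standard error 0.18) among the lower. At an adjusted p under 0.05 from limma 0 passed over all genes, and 21 higher and 3 lower genes passed when adjusted over the list alone. In C57BL/6 the median was 0.064 with 0 higher and 0 lower at the thresholds (adjusted p = 0.241 from camera). After HD in BALB/c the same genes had a median of −0.59 (adjusted p = 5.53e-07 from camera, adjusted p = 0.238 with an estimated correlation), with 3 higher and 15 lower at an adjusted p under 0.05 and 3 higher and 30 lower when adjusted over the list alone.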

The early BALB/c specific LD induced transcriptional response signature included∼90 MG development genes (Table 1, S6). These genes are typically expressed at 3–7 weeks of age during puberty and not at 12 weeks (the age of the irradiated mice). These genes normally are involved in terminal end-bud development (e.g. GATA3, RUNX1, MSX2 and STAT5a), differentiation and ductal branching and morphogenesis. 

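Of these 4 genes, Runx1 had a log2 fold change of 0.92 (standard error 0.22, adjusted p = 0.206) in BALB/c at 4 hr after LD at the probe set with the smallest p, and its other probe sets ranged from −0.11 to 0.73. The homeobox gene Msx2 had 0.88 (standard error 0.23, adjusted p = 0.241), the prolactin signal transducer Stat5a 0.81 (standard error 0.24, adjusted p = 0.278) and the luminal transcription factor Gata3 0.72 (standard error 0.38, adjusted p = 0.554). C57BL/6 had values of 0.061 (standard error 0.31) for Msx2, −0.024 (standard error 0.26) for Stat5a and 0.21 (standard error 0.30) for Gata3. The strain differences, 0.83 (standard error 0.37, adjusted p = 1.00) for Stat5a, 0.82 (standard error 0.41, adjusted p = 1.00) for Msx2 and 0.52 (standard error 0.50, adjusted p = 1.00) for Gata3, did not pass after adjustment.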

L2L analyses also showed that the set of LD upregulated genes in BALB/c were highly associated with the developing MG of pubertal mice in other studies (p = 5.14e-30) [19]. 

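Cd24a, a cell surface marker of luminal epithelium, was at 9.96 ± 0.096 (SD, n = 3) on the log2 scale in BALB/c sham MG and 10.92 ± 0.14 (SD, n = 4) at 4 hr after LD. Its log2 fold change was 0.96 (standard error 0.22, adjusted p = 0.177) after LD, with 0.63 at its other probe set, and after HD it was −1.50 and −1.42 at the same probe sets, the latter with an adjusted p = 7.80e-04. The keratin gene Krt19 had 0.68 (standard error 0.35, adjusted p = 0.549) after LD and −1.90 (standard error 0.35, adjusted p = 0.00643) after HD. Wnt4, a signal of ductal branching, had 0.87 (standard error 0.28, adjusted p = 0.305) and −0.87 (standard error 0.28, adjusted p = 0.0751). Ido1 had 3.16 (standard error 0.91, adjusted p = 0.262) after LD and −0.42 (standard error 0.91) after HD. The direct difference of HD minus LD, a comparison chosen after seeing the data, was −2.47 (standard error 0.20, adjusted p = 2.10e-06) for Cd24a, −2.58 (standard error 0.32, adjusted p = 1.41e-04) for Krt19, −1.74 (standard error 0.26, adjusted p = 7.53e-04) for Wnt4 and −3.58 (standard error 0.84, adjusted p = 0.0171) for Ido1. In C57BL/6 the LD values were 0.31 (standard error 0.27) for Cd24a, 0.23 (standard error 0.27) for Krt19, 0.30 (standard error 0.27) for Wnt4 and 0.58 (standard error 0.99) for Ido1, and no strain difference of these genes passed at an adjusted p under 0.05. Areg was not analysed here.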

CD24, KRT19, WNT4, AREG and IDO1 responses in BALB/c mice were confirmed by qPCR (Table S7). 

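The TGFβ-responsive genes of Table S6 were split in direction in BALB/c at 4 hr after LD. Of 127 measured genes, 59 had positive and 68 negative log2 fold changes, with a median of −0.23 and a mean of −0.079 (adjusted p = 0.910 from camera). Xrn1, a messenger RNA exonuclease gene (−0.80, standard error 0.16), and Tnrc18 (−0.77, standard error 0.16) were among the lower ones, and Fxyd2 was the strongest of the higher ones. At the study's thresholds 36 were higher and 39 lower, from a list that the study drew from these arrays, which is not independent evidence. None passed at an adjusted p under 0.05 from limma over all genes, and 28 higher and 20 lower genes passed when adjusted over the list alone. After HD in BALB/c the list was lower, with a median of −0.41 (adjusted p = 2.27e-05 from camera, adjusted p = 0.199 with an estimated correlation), 4 genes higher and 19 lower at an adjusted p under 0.05, and 10 higher and 46 lower when adjusted over the list alone.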

Importantly, ∼50% of these early BALB/c LD response genes (144/313) were TGFβ responsive (Table 1, S6; http://actin.ucd.ie/tgfbeta/, [20]). Extracellular TGFβ activation occurs in response to the generation of ROS [27] and regulates broad epithelial and stromal radiation damage response functions of the BALB/c LD genes. 

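In C57BL/6 at 4 hr after LD, the 127 TGFβ-responsive genes had a median log2 fold change of −0.0028 (adjusted p = 0.982 from camera), with 0 higher and 1 lower at the study's thresholds. None passed at an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone. The BALB/c response minus the C57BL/6 response had a median of −0.14 over the list (adjusted p = 0.327 from camera). Fxyd2 had a log2 fold change of −0.16 (standard error 0.17) in C57BL/6 at another probe set than in BALB/c, and at the BALB/c probe set the strain difference was 1.58 (standard error 0.50, adjusted p = 1.00).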

The differential activation of TGFβ responsive genes that were activated in BALB/c were not activated in C57BL/6 mice, indicating that there is a major genetic difference in TGFβ response to LD radiation in the MGs in these two strains. This is consistent with the increasing evidence of the regulatory role of the TGFβ response in radiation carcinogenesis of the mammary gland [6].

### Late MG transcriptional responses to LD radiation are associated with proliferation, senescence, and microenvironment function

We saw a dramatic transition in the transcript profiles between the early and 1-month responses in MG tissues in radiation-sensitive BALB/c and radiation-resistant C57BL/6 strains of mice. 

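At 1 month after LD, genes with large changes in BALB/c included the Wnt signaling enhancer Rspo1 (2.49, standard error 0.39, adjusted p = 0.110) and the replication helicase gene Mcm2 (1.51, standard error 0.45), both higher. In C57BL/6 the cornified envelope gene Sprr1a (at least 3.92, standard error 0.71, adjusted p = 0.0860) was higher and the elastin gene Eln (−0.89, standard error 0.27) lower than in sham mice. Without sham replicate 2, Sprr1a averaged 4.16 in C57BL/6 sham arrays, under the array medians, so its value is a lower bound. At the study's thresholds 185 genes passed in BALB/c (81 higher, 104 lower) and 267 in C57BL/6 (67 higher, 200 lower). Residuals shuffled between arrays gave 242 genes past the LD thresholds on average in BALB/c (highest 769) and 102 in C57BL/6 (highest 327). Neither count therefore lies beyond what shuffled arrays gave. At an adjusted p under 0.05 from limma the count was 0 in both strains, with 1147 and 1991 genes at an unadjusted p under 0.05. Both strains shared 24 of the genes past the study's thresholds (4.18 expected for independent lists, Fisher's exact test, p = 3.90e-12), 8 with the same and 14 with the opposite sign. Of the BALB/c genes past the thresholds at 4 hr, 23 were past them at 1 month (3.82 expected, Fisher's exact test, p = 4.24e-12), 4 in the same and 15 in the opposite direction. In C57BL/6 13 were past them at both times (1.24 expected, Fisher's exact test, p = 1.88e-10), 8 in the same and 5 in the opposite direction. Fisher's test treats genes as independent and equally likely to pass. Its p-values for these overlaps are therefore not evidence of shared responses. Irradiated and sham arrays lay fully apart at 24.2% of probe sets in BALB/c, where chance gives 20%, and at 6.9% in C57BL/6, where chance gives 2.86%.
With the plate column as a covariate the counts were 321 in BALB/c and 669 in C57BL/6. The BALB/c group had 2 LD arrays, and its count was 469 and 297 without LD replicates 1 and 2 and 278 without sham replicate 1. The C57BL/6 count was 408 without sham replicate 4, and the genes shared by both strains numbered 39 without BALB/c LD replicate 1 and 39 without C57BL/6 sham replicate 4. With single arrays left out, at an adjusted p under 0.05, 2 genes passed in BALB/c without LD replicate 1, and in C57BL/6 1 without LD replicate 4 and 2 without sham replicate 4. The genes past the thresholds at both times numbered 35 in BALB/c without 4 hr sham replicate 3. In C57BL/6 they numbered 39 and 8 without 4 hr LD replicates 3 and 4, and 8 and 32 without 4 hr sham replicates 1 and 2.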

While, similar numbers of genes were modulated in these two strains 1 month after LD exposures (Figure 3, Table S4), only a few functions significantly modulated at 4 hours in BALB/c remained so 1 month after LD exposure (Figure 5A, S1 and Table S5). One month after exposure, 5 canonical pathways were uniquely associated with C57BL/6 and a different 11 pathways were unique to BALB/c (Figure 5A). 

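Replication genes were higher in BALB/c and lower in C57BL/6 at 1 month after LD. Of 41 DNA replication genes 39 were higher in BALB/c, with a median log2 fold change of 0.52 (adjusted p = 1.36e-13 from camera, adjusted p = 0.524 with an estimated correlation), and 41 of 41 were lower in C57BL/6, with a median of −0.38 (adjusted p = 1.15e-08 from camera, adjusted p = 0.528 with an estimated correlation). The difference between the strains was positive for 41 of 41 genes, with a median of 0.89 (adjusted p = 1.28e-21 from camera, adjusted p = 0.253 with an estimated correlation), and 20 genes passed when adjusted over the list alone. At the study's thresholds 18 of the list were higher in BALB/c and 6 lower in C57BL/6, and none passed at an adjusted p under 0.05 from limma over all genes. The mitosis genes, which act later in the cell cycle, had a median of 0.047 in BALB/c (adjusted p = 0.968 from camera) and −0.72 in C57BL/6 (adjusted p = 1.15e-08 from camera, adjusted p = 0.569 with an estimated correlation), where 39 of 40 were lower. The proliferation marker Mki67 had a log2 fold change of 0.12 (standard error 0.75) in BALB/c and −1.55 (standard error 0.77) in C57BL/6. Lists of cell types passed camera in C57BL/6 as well, with medians of −0.65 for myoepithelial, −1.17 for skeletal muscle and 0.24 for adipocyte genes (adjusted p = 1.14e-06, 7.31e-05 and 0.00220 from camera). None of these held with an estimated correlation (adjusted p = 0.528, 0.577 and 0.528). The adipocyte call also ended with single arrays left out, and the skeletal muscle call without sham replicate 2, which held muscle transcripts. The make-up of the samples was not told apart from a change within cells. In BALB/c, with 2 LD arrays, the replication call ended without LD replicate 2 (median 0.20, adjusted p = 0.177), and in C57BL/6 the mitosis call ended without sham replicate 3 (median −0.20, adjusted p = 0.144). The paper proposes from its networks that BALB/c acquired an enhanced and C57BL/6 a diminished proliferation phenotype, the latter akin to senescence.

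**Figure D3:**
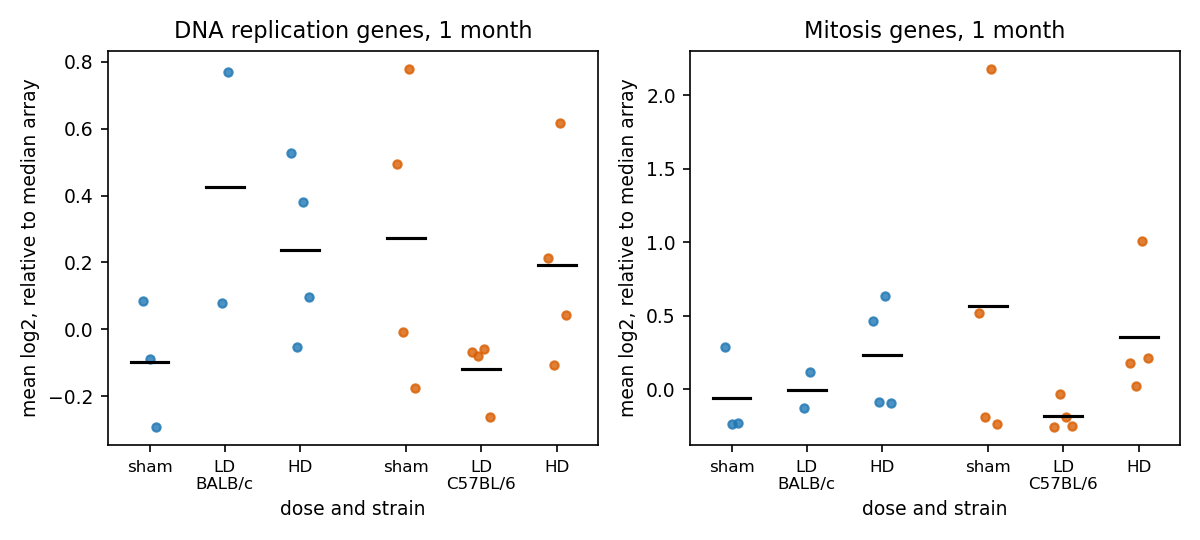
Mean over the DNA replication genes (left) and the mitosis genes (right) of each array's log2 value, relative to the median array, in MG at 1 month after sham, LD or HD exposure. Points are arrays and bars are group means, and both BALB/c LD arrays stand against 3 BALB/c sham arrays.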

BALB/c mice acquired an enhanced proliferation phenotype (referenced to sham) while C57BL/6 acquired a diminished proliferation phenotype, consistent with senescence (Figure 5; S3). The BALB/c 1-month LD response showed upregulation of a MYC-centric network consisting of mitosis genes (Figure 5B) plus a subnetwork associated with minichromosome maintenance, (Figure S3A). In contrast, the 1-month response of C57BL/6 mice showed a highly saturated protein interaction network with the network node, CDKN1A, a negative regulator of cell cycle progression, (Figure 5B) and with down-regulation of many genes associated with DNA replication, cell-cycle progression and development. 

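Myc had a log2 fold change of 0.70 (standard error 0.30, adjusted p = 0.681) in BALB/c at 1 month after LD, with log2 values of 8.40 ± 0.58 (SD, n = 2) after LD and 7.70 ± 0.028 (SD, n = 3) in sham mice. Of the minichromosome maintenance genes, which encode the replicative helicase, Mcm6 on chromosome 1 from 128331575 to 128359705 of GRCm38.p6 had 1.32 (standard error 0.58, adjusted p = 0.697), Mcm3 0.96 (standard error 0.28, adjusted p = 0.570) and Mcm7 0.59 (standard error 0.28, adjusted p = 0.719). The nucleotide synthesis gene Cad (0.65, standard error 0.15) and the DNA polymerase gene Pold1 (0.66, standard error 0.21) were higher by like amounts. The strain difference was 1.12 (standard error 0.45, adjusted p = 0.465) for Myc and 1.65 (standard error 0.65, adjusted p = 0.463) for Mcm6.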

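Cdkn1a, the cell cycle inhibitor p21 on chromosome 17 from 29090979 to 29100722 of GRCm38.p6, had a log2 fold change of 0.61 (standard error 0.36, adjusted p = 0.482) in C57BL/6 at 1 month after LD, with log2 values of 6.04 ± 0.58 (SD, n = 4) after LD and 5.43 ± 0.20 (SD, n = 4) in sham mice. In BALB/c it had −0.74 (standard error 0.44, adjusted p = 0.781), and the strain difference was −1.35 (standard error 0.59, adjusted p = 0.525). The ribonucleotide reductase gene Rrm2 (−0.86, standard error 0.46), the clamp loader gene Rfc4 (−0.60, standard error 0.19), the condensin gene Smc4 (−0.76, standard error 0.27) and the chromatin regulator Ezh2 (−0.59, standard error 0.22) were lower in C57BL/6 than in sham mice, with no adjusted p under 0.05.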

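In C57BL/6 at 1 month after LD, the cyclin gene Ccna2 had a log2 fold change of −1.40 (standard error 0.73, adjusted p = 0.426) and the ubiquitin ligase gene Skp2, which drives degradation of cell cycle inhibitors, one of −0.73 (standard error 0.17, adjusted p = 0.142). The other probe sets of Skp2 had −0.32 and 0.19. Sox9 on chromosome 11 from 112782210 to 112787757 of GRCm38.p6 had −0.69 (standard error 0.19, adjusted p = 0.175), at 5.00 ± 0.24 (SD, n = 4) on the log2 scale after LD and 5.69 ± 0.19 (SD, n = 4) in sham mice. Both means lie under the MG array medians, so the size of this change may be understated. Of 17 senescence genes fixed beforehand 9 had positive and 8 negative values, with a median of 0.0036 (adjusted p = 0.813 from camera). The list holds genes that fall in senescent cells as well, such as the chromatin gene Hmgb2 (−1.08, standard error 0.43). None of its genes passed at an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone.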

L2L analyses of the genes in the C57BL/6-specific senescence signature identified significant associations with expression signatures of cell cycle arrest and senescence (1.13E-11<p<1.15E-04; [28], [29], [30]) including downregulation of SOX9, SKP2, CCNA2 and CDKN1A (confirmed by qPCR; Table S7 and Figure 5B). SOX9 is a mark for adult human progenitor cells, mediates deposition of ECM component and is a major transcriptional regulator of mitotic activity in breast cancer [31], [32]. Consistent with its role in the control of expression of ECM, we observed down-regulation of genes associated with ECM remodeling and epithelial differentiation (not seen in BALB/c mice) suggesting a reduced turn-over of the ECM in C57BL/6 mice (Figure S3B). 

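Extracellular matrix genes were lower as a group in C57BL/6 at 1 month after LD, 34 of 40 with a median log2 fold change of −0.22 (adjusted p = 1.45e-04 from camera, adjusted p = 0.528 with an estimated correlation). They included the fibrillin gene Fbn2 (−1.40, standard error 0.41) and the matricellular gene Ccn4 (−0.60, standard error 0.12, adjusted p = 0.109). Of 12 myoepithelial genes 10 were lower (median −0.65, adjusted p = 1.14e-06 from camera, adjusted p = 0.528 with an estimated correlation), 7 at the study's thresholds and 9 when adjusted over the list alone, among them the basal keratin Krt14 (−0.72, standard error 0.26) and the smooth muscle genes Mylk (−0.59, standard error 0.10, adjusted p = 0.0860) and Myh11 (−0.70, standard error 0.18). The smooth muscle genes are expressed by vessels and stroma as well as by myoepithelium. Adipocyte genes were higher in the same comparison (13 of 17, median 0.24, adjusted p = 0.00220 from camera, adjusted p = 0.528 with an estimated correlation), a call that ended without LD replicate 4 (median 0.20, adjusted p = 0.173) and without sham replicate 3 (median 0.15, adjusted p = 0.0530). Skeletal muscle genes moved with the matrix genes (median −1.17, adjusted p = 7.31e-05 from camera, adjusted p = 0.577 with an estimated correlation), a call that ended without sham replicate 2 (median 0.022, adjusted p = 0.787) and without the arrays with muscle, lymphoid or skin transcripts (median 0.022, adjusted p = 0.787). The medians of the matrix and myoepithelial lists without the C57BL/6 sham array with muscle transcripts were −0.25 and −0.69. In BALB/c the matrix list had a median of −0.090 (adjusted p = 0.218 from camera) and the myoepithelial list 0.12 (adjusted p = 0.968 from camera). The strain difference of the matrix list was 0.13 (adjusted p = 0.184 from camera), and the myoepithelial list differed between the strains by 0.63 (adjusted p = 1.60e-04 from camera, adjusted p = 0.287 with an estimated correlation). Adjusted over the list alone, 0 matrix genes were lower in C57BL/6.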

Figure 6 shows that expression of SOX9 protein in the MG was limited to the nuclei of luminal and myoepithelial cells and that the fraction of SOX9-positive cells was significantly reduced after LD exposure in C57BL/6 mice (p<0.0001), consistent with reduced mitotic activity in MG of C57BL/6 mice at 1 month after LD. Transcript levels of SOX9 were unaffected in similarly treated BALB/c mice.

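In BALB/c at 1 month after LD, Sox9 had a log2 fold change of −0.11 (standard error 0.21, adjusted p = 0.954), with log2 values of 5.33 ± 0.44 (SD, n = 2) after LD and 5.45 ± 0.32 (SD, n = 3) in sham mice. The BALB/c response minus the C57BL/6 response was 0.58 (standard error 0.29, adjusted p = 0.601), which does not separate the strains at this number of arrays.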

**Figure 5:**
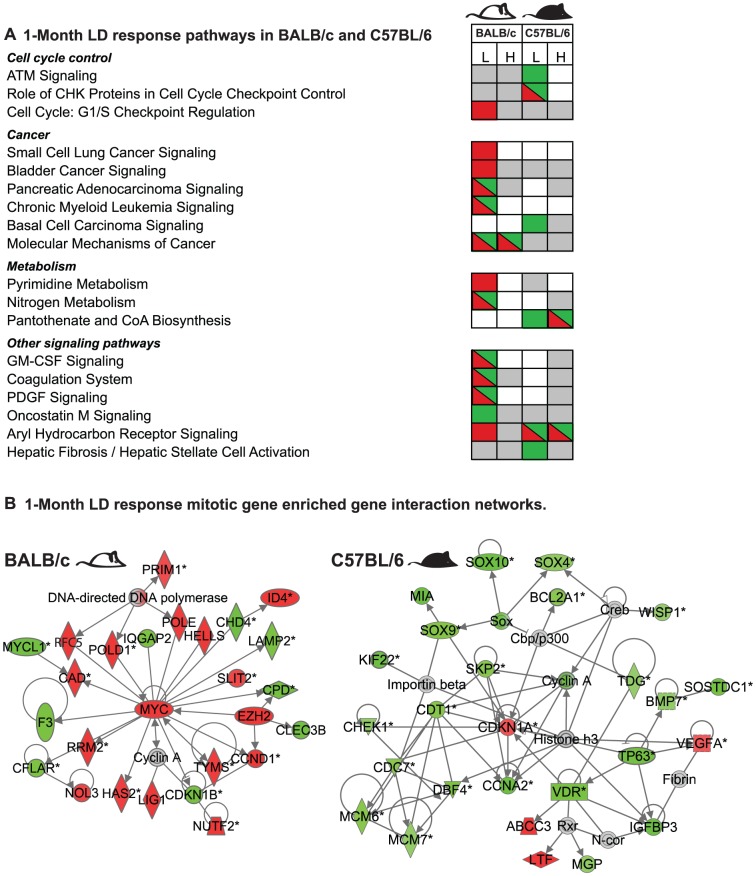
Unique 1-month LD radiation response pathways and networks in mammary glands of BALB/c and C57BL/6. A. 1-Month LD responses for canonical pathways in BALB/c and C57BL/6 mice (See legend Figure 4A). B. 1-Month LD response mitotic gene enriched interaction networks. Mitosis gene enriched interaction networks in MG of BALB/c (left) and C57BL/6 (right) mice. In the BALB/c network the majority of genes were upregulated (red) and in the C57BL/6 network the majority of genes were downregulated (green).

**Figure 6:**
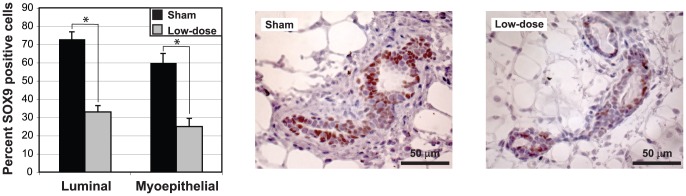
Reduction in SOX9-labelled luminal and myoepithelial cells after LD exposure in C57BL/6 mammary glands. A. The percent SOX9 positive luminal and myoepithelial cells are significantly reduced in low-dose irradiated mammary glands 1-month after low-dose exposure (p<0.0001). B. Representative images of immunohistochemical analysis of SOX9 protein in mammary glands of sham (left) or LD (right) irradiated C57BL/6 mice. Myoepithelial cells were defined as those cells directly surrounding the luminal cell layer. Counterstaining was performed using hematoxylin. Note positive staining is limited to the nucleus in cells of luminal or myoepithelial origin.

### LD regulated genes in MG are associated with human breast cancer survival duration

We asked whether any of the strain specific baseline transcripts or LD modulated transcripts were associated with human breast cancer by using human knowledgebases that link expression profiles with breast cancer outcomes.

We began by testing the hypothesis that expression levels of the 131 genes that are differentially expressed between non-irradiated BALB/c and C57BL6 mice in blood and MG tissues are associated with breast cancer outcomes. We tested the association of transcript levels for the 94 human orthologs that we were able to associate with the mouse baseline signature with outcome in 156 breast cancer patients for which information on disease-free survival was available [17]. We accomplished this by calculating for each patient, the sum of the normalized expression intensities of the human orthologs. As shown in Figure 7A, patients with above-median expression had significantly reduced survival duration compared to patients with below-median expression (p<8.16 E-05) and had significantly worse prognosis (Figure 7B; p<0.0001) [16], [17]. Interestingly, murine genes that showed significant strain differences only in MG or only in blood cells did not show significant associations with cancer survival, underscoring the importance of selecting genes that show “systemic differences” across tissues. As a negative control, expression levels of a set of 131 mouse genes that showed the “least” differential expression in both MG and blood between the two strains were not significantly associated with breast cancer survival (p = 0.4). Among the 94 human orthologs in the murine baseline signature, we identified 55 cancer outcome associated (COA) genes (Table 2) that individually showed differential expression between the above-median and below-median patient groups (5.3E-12<p<8.4E-03). This set of COA genes was enriched for stress response (11 genes) and RNA processing (9 genes) (Figure 2B and Table 2). Interestingly, this COA gene set contained a small number of genes (n = 9), which showed a significant association with breast cancer survival when expressed at lower levels in the above-median patient group. Among these are a number of previously proposed tumor suppressor genes: RUNX1, CBX7, PRDX2 and PRDX3. 

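Runx1, a transcription factor of blood and epithelial differentiation on chromosome 16 from 92601466 to 92826074 of GRCm38.p6, was lower in BALB/c MG, with a log2 fold change of −1.59 (standard error 0.18, adjusted p = 1.01e-04) at 1 of its 5 probe sets, while the other 4 had log2 fold changes from −0.16 to 0.21. In blood the same probe set differed by −1.10 (standard error 0.20, adjusted p = 0.0889). It averaged 4.39 in BALB/c blood, under the array medians, so the size of its difference in blood may be understated. The peroxidase gene Prdx2 was lower in BALB/c MG as well, with −2.67 (standard error 0.13, adjusted p = 2.95e-08) at 1 probe set, and its brighter probe set (mean log2 value 10.92) differed by 0.076. In blood the difference at the first was −3.07 (standard error 0.57, adjusted p = 0.0887). The Polycomb gene Cbx7 differed by −0.69 (standard error 0.11, adjusted p = 0.00184) in the MG and −0.90 (standard error 0.29, adjusted p = 0.403) in blood, with −0.054 at its other probe set in the MG. The mitochondrial peroxidase gene Prdx3, with a single probe set, differed by −0.52 (standard error 0.087, adjusted p = 0.00239) in the MG, under the fold minimum, and by −0.74 (standard error 0.22, adjusted p = 0.337) in blood. Without the C57BL/6 blood array with liver transcripts, the blood differences were −1.18 for Runx1, −3.68 for Prdx2, −1.20 for Cbx7 and −0.54 for Prdx3 (adjusted p = 0.0153, 2.34e-05, 0.00158 and 0.0877).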

Concordant with this human finding, all four genes were also expressed at lower levels in BALB/c compared to C57BL/6 in the systemic baseline signature. This subset of 9 COA genes was significantly associated with disease free survival when down-regulated in the cancer patients (p = 5.5E-04). The signature of the remaining 46 genes was associated with disease-free survival when expressed at higher levels (55 minus 9 = 46 genes) and showed a similar association with disease-free survival as compared with the full systemic baseline signature of 94 genes (p = 6.8 E-03 vs 8.16E-05). These strain differences in baseline expression point to the importance of systemic differences in stress response, RNA processing and tumor suppressor status as candidate predictors of resistance vs susceptibility to mammary gland cancer in unirradiated individuals.

**Figure 7:**
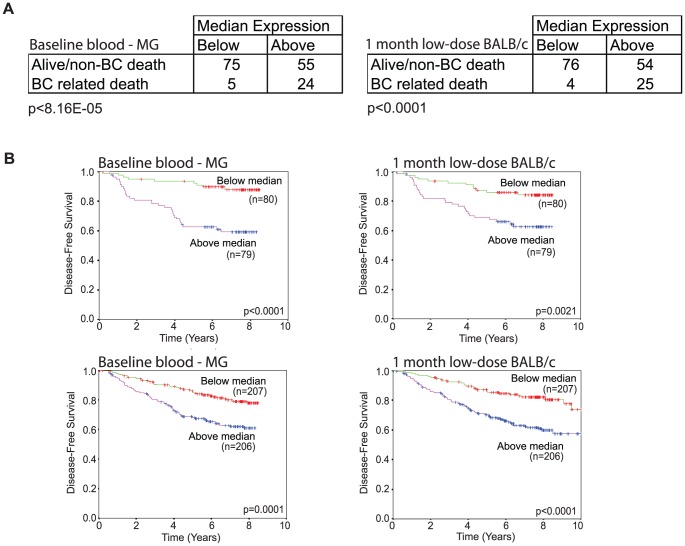
Unbiased baseline and 1-month BALB/c LD signatures are associated with human breast cancer disease-free survival. The full set of significantly differentially expressed genes between BALB/c and C57BL/6 in blood and mammary gland (left) and one-month LD up-regulated BALB/c genes (right) were used to calculate the overall sum of expression values of the same genes in human breast tumors (n = 159). A. For both signatures patients with sum expression above the group median expression had a worse prognosis than patients below the median. B. Kaplan-Meier disease-free survival curves indicate that patients with above median survival have a worse 10-year survival compared to patients with below median survival in two independent data-sets (top: GSE1456, bottom: GSE1456 and GSE6532).

**Table 2:** Cancer Outcome Associated (COA) genes in the baseline signature are defined by their significant association with breast cancer disease-free survival.

COA Genes* of the Systemic Baseline Signature (n = 55)		
Gene	Affymetrix ID	T-test
***RNA processing genes***		
MAGOHB	218894_s_at	7.39E-05
PAPOLA	212720_at	8.98E-06
PNPT1	225291_at	5.46E-10
POP4	202868_s_at	1.99E-03
PPIH	204228_at	1.77E-05
RBM39	208720_s_at	9.41E-05
*RPS6*	209134_s_at	4.64E-03
SUPT16H	233827_s_at	7.69E-05
TXNL4A	202836_s_at	5.81E-07
***Stress response genes***		
EIF2S1	201144_s_at	1.75E-07
GNA13	224761_at	7.16E-09
GNB1	200744_s_at	8.14E-05
HLA-DRA	208894_at	2.33E-05
*PRDX2*	215067_x_at	3.39E-04
*PRDX3*	209766_at	4.39E-03
RAD23A	201039_s_at	2.33E-04
*RPS6*	209134_s_at	4.64E-03
*RUNX1*	210365_at	4.85E-06
SMC6	218781_at	2.95E-05
SUPT16H	233827_s_at	7.69E-05
***Other genes***		
ABCB10	223320_s_at	3.50E-03
ABCF1	200045_at	1.04E-09
BAT5	224756_s_at	2.01E-06
*BMP2K*	37170_at	6.77E-03
C17orf95	225808_at	5.28E-08
C19orf56	217780_at	1.64E-03
C5orf22	203738_at	5.40E-03
CAP1	213798_s_at	7.70E-06
*CBX7*	212914_at	2.68E-04
CHCHD3	217972_at	5.68E-07
CHCHD4	229595_at	1.90E-05
*CLASP2*	212308_at	8.48E-03
CLDND1	208925_at	1.06E-04
DDX19A	202578_s_at	1.52E-05
DNAJC10	221781_s_at	9.41E-12
GADD45GIP1	212891_s_at	2.13E-03
GBP1	202270_at	1.17E-05
HLA-B	208729_x_at	9.92E-06
KIF5B	224662_at	2.39E-05
MCART1	232092_at	1.86E-06
MCM6	201930_at	1.79E-07
MTFR1	203207_s_at	1.79E-07
NRD1	208709_s_at	4.64E-08
PDK1	206686_at	5.81E-06
PDXDC1	212053_at	1.30E-05
PEBP1	211941_s_at	9.61E-05
PHF20	235389_at	1.62E-03
PI4K2B	222631_at	1.87E-11
PIGO	209998_at	5.92E-03
PPME1	217841_s_at	2.47E-04
*RAB6B*	221792_at	1.08E-04
SAPS3	222467_s_at	3.76E-06
SCAND1	231059_x_at	3.21E-08
SHC1	201469_s_at	2.47E-03
*SLC15A2*	240159_at	6.86E-03
SNX6	222410_s_at	5.35E-12
TM2D2	224413_s_at	3.83E-08

* Cancer Outcome Assocaited (COA) genes were identified as follows. For each gene in the unbiased signature, a t-test was applied comparing average expression in the above median patient group vs the below median patient group. Patients were assigned to each group based on median expression of all baseline genes (94 genes). All genes with p<0.01 that were expressed at higher or lower (genes in italic) levels in the above median patient group are listed here (n = 55 genes).

We then tested the hypothesis that the 1-month BALB/c signature (i.e., the genes that are significantly upregulated at 1 month after LD exposure in relation to sham) was associated with disease-free survival among breast cancer patients. We selected the full and unbiased set of 105 BALB/c genes with significantly increased expression at 1 month after LD exposure. We examined the association of this signature with disease-free survival in breast cancer patients using two human knowledgebases that contain tumor expression profiles obtained at surgery linked to patient survival [16], [17]. Similar to our analyses of the baseline signature, we summed the expression intensities of all corresponding human orthologs (n = 96) from tumor samples and divided the patients into two groups by the median. The patients with “above median” expression values experienced higher rates of breast-cancer related deaths than “below median” patients, (Figure 7A, p<0.0001) and had significantly worse prognosis (Figure 7B; p = <0.0021) [16], [17]. As a negative control, we selected 105 of the 1-month BALB/c genes with the “least” differential expression between irradiated and sham mice, and showed that the corresponding set of human orthologs was not significantly associated with breast cancer survival (p = 0.2). Among the 96 human orthologs of the 1-month BALB/c signature, we identified 36 additional COA genes (Table 3) that individually showed differential expression between the above-median and below-median patient groups (5.4E-14<p<9.2E-03). Of these, 25 were related to mitosis, many of which have individually been associated with breast cancer survival in prior studies. Six of the 11 non-mitosis related genes were previously associated with poor survival in breast cancer patients: KRT17, MMP12, SLC7A5, SQLE, GABRP and PA2G4 [33], [34], [35], [36], [37], [38], but the remaining 5 had not been previously associated with cancer risk: CCDC86, NUP107, NUTF2, WASF1 and ELOVL6. The association between the 11 non-mitosis genes and breast-cancer-related death was comparable to using the full set of 96 human orthologs or the refined set of 36 genes suggesting strong involvement of both mitosis and non-mitosis radiation responses in defining the poor prognosis for breast cancer patients. These strain differences in 1-month post LD expression responses point to the importance of both mitosis and non-mitosis genes as candidate predictors of resistance vs susceptibility to mammary gland cancer in individuals exposed to LD ionizing radiation.

**Table 3:** Cancer Outcome Associated (COA) genes in the BALB/c 1 month LD signature are defined by their significant association with breast cancer disease-free survival.

COA Genes* of the BALB/c 1 month LD Signature (n = 36)		
Gene	Affymetrix ID	T-test
***Mitosis genes***		
CAD	202715_at	2.63E-03
CCNK	225824_at	2.07E-03
CDC7	204510_at	4.27E-06
CDT1	228868_x_at	1.21E-08
CENPH	231772_x_at	1.45E-04
CHEK1	205393_s_at	6.03E-09
EZH2	203358_s_at	8.18E-12
GINS1	206102_at	2.95E-07
HELLS	220085_at	3.39E-04
MCM2	202107_s_at	8.02E-07
MCM3	201555_at	6.17E-05
MCM4	212141_at	5.50E-07
MCM5	201755_at	4.47E-09
MCM6	201930_at	9.09E-13
MCM7	208795_s_at	2.14E-05
MYC	202431_s_at	2.92E-03
POLD1	203422_at	1.51E-04
PRIM1	205053_at	9.19E-03
RFC5	203209_at	5.46E-04
RRM2	201890_at	1.74E-13
SNRPD3	202567_at	1.18E-06
TK1	202338_at	1.14E-11
TYMS	202589_at	3.61E-09
UHRF1	225655_at	3.07E-10
WDHD1	216228_s_at	2.34E-06
***Other genes***		
CCDC86	203119_at	1.05E-05
ELOVL6	204256_at	8.42E-04
GABRP	205044_at	5.67E-06
KRT17	205157_s_at	5.87E-03
MMP12	204580_at	2.68E-05
NUP107	218768_at	5.26E-04
NUTF2	202397_at	1.34E-04
PA2G4	208676_s_at	3.67E-03
SLC7A5	201195_s_at	5.40E-14
SQLE	209218_at	1.45E-06
WASF1	204165_at	6.87E-03

* Cancer Outcome Assocaited (COA) genes were identified as follows. For each gene in the unbiased signature, a t-test was applied comparing average expression in the above median patient group vs the below median patient group. Patients were assigned to each group based on median expression of all BALB/c 1 month up genes (96 genes). All genes with p<0.01 that were expressed at higher levels in the above median patient group are listed here (n = 36 genes).

We then addressed the hypothesis that the direction of expression changes in the resistant and sensitive strains at 1-month after LD exposures are concordant with the differences in gene expression of human DCIS and invasive breast cancer, and poor prognosis. (Concordance is defined as up-regulated in BALB/c, no change or down-regulated in C57BL/6 and up in human DCIS or human breast cancer; or vice versa). 

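Among the mitosis-associated genes of Table 3, the epigenetic regulator Uhrf1 (1.11, standard error 0.44), the replication licensing gene Cdt1 (0.88, standard error 0.43) and the checkpoint kinase gene Chek1 (0.88, standard error 0.37) were higher in BALB/c MG at 1 month after LD than in sham mice. Of 25 measured genes 24 were higher, with a median log2 fold change of 0.68 (adjusted p = 9.38e-14 from camera, adjusted p = 0.452 with an estimated correlation), and 19 were so at the study's thresholds. In C57BL/6 24 were lower, with a median of −0.39 (adjusted p = 1.17e-06 from camera, adjusted p = 0.528 with an estimated correlation) and 4 at the thresholds. The strain difference was positive for 25 of 25 genes, with a median of 1.12 (adjusted p = 9.04e-20 from camera, adjusted p = 0.173 with an estimated correlation). The study chose these genes on these arrays, so the BALB/c direction is not independent evidence. None passed at an adjusted p under 0.05 from limma over all genes, and 6 in BALB/c, 0 in C57BL/6 and 21 for the strain difference passed when adjusted over the list alone.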

The BALB/c 1 month COA genes that were associated with poor prognosis when upregulated were enriched for mitosis associated genes (Table 3), whereas in C57BL/6 many of the same genes were down-regulated. As a further test of the importance of concordance in direction of expression, we compared the full set of genes modulated at 1-month after LD exposure in BALB/c and C57BL/6 mice against a meta-gene signature of 946 human breast cancer biomarkers [18], and the direction of expression for overlapping genes was compared against expression in human DCIS and breast cancer [39], [40], [41], [42], [43]. This analyses (Figure 8A) identified 45 concordant genes (34 mitosis and 11 stromal genes) with opposing responses in BALB/c and C57BL/6 where the direction of the BALB/c response matched the direction of response in independent studies of human breast cancers. Furthermore, a subset of 19 genes (Figure 8A) showed concordant responses between the mouse strains and human DCIS.

**Figure 8:**
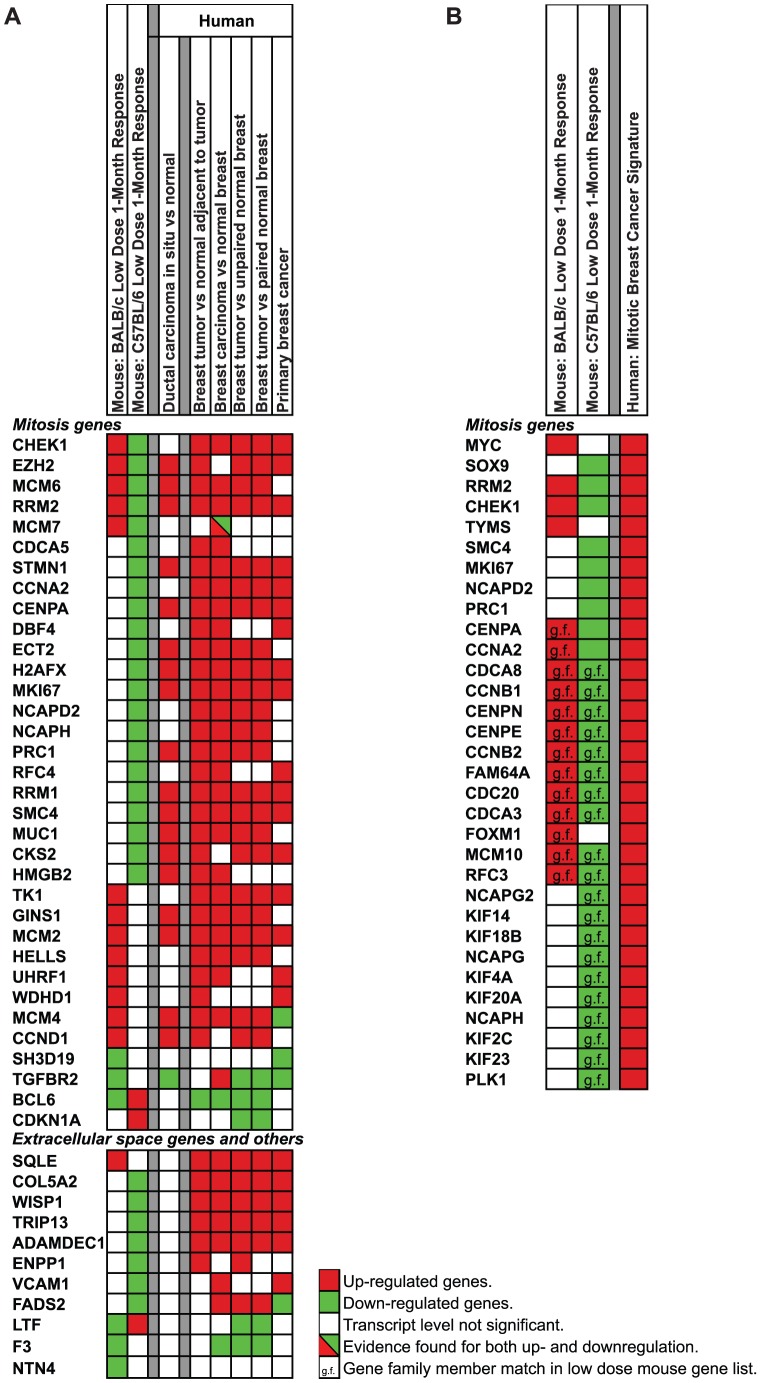
Concordance of expression between 1-month mammary gland LD radiation responses and human breast cancer signatures. A. Comparison of directionality of expression of 1-month low dose genes in BALB/c and C57BL/6 mice that overlap with 946 human breast cancer biomarkers [18] with expression in DCIS and breast cancer [39], [40], [41], [42], [43]. Upregulated genes in red; downregulated genes in green. Genes with a diagonal line had evidence for both up- and downregulation. B. A human poor prognosis signature compared against expression of 1-month low dose genes in BALB/c and C57BL/6 response genes.

Lastly, we tested the association between the 1-month LD BALB/c signature and poor prognosis for human breast cancer. Figure 8B shows strong concordance in the direction of LD-induced expression in mammary tissue in the resistant and sensitive strains of mice and the direction of expression in patients with poor prognosis (Figure 8B). The human poor prognosis signature is under transcriptional control of SOX9, which we demonstrated to be down-regulated at both the transcript level and protein level in the resistant C57BL/6 strain (Figure 5B and 6).

## Discussion

We employed *in vivo* systems analyses to identify genetic differences in baseline (i.e., before radiation exposure) and LD-induced mammary gland gene expression in radiation-sensitive and resistant strains of mice that are at the far ends of the mammary cancer sensitivity spectrum [12], and then used *in situ* protein validation and multi-species bioinformatic resources to identify distinct tissue functions and signatures associated with cancer risks and with properties of breast cancer behavior in humans. Strain variations in baseline and LD-response expression signatures were associated with differential susceptibility to LD-induced mammary cancer in mice and with inter-individual variations in human breast cancer survival. Our findings support the hypothesis that mechanisms that control susceptibility to LD radiation induced mammary cancer in mice are similar to those that determine poor-survival in breast cancer patients. In mice, differential baseline expression of tumor suppressor genes and genes associated with stress response and RNA processing, reduced immune activity early after LD exposure and differential expression of proliferation associated genes at 1 month after LD exposure were strongly associated with higher sensitivity to LD-induced mammary tumors in mice. The strong association of baseline and 1-month signatures with disease-free survival in human breast cancer patients points to tissue mechanisms of individual variation to LD-induced mammary cancer, and provide compelling evidence for non-linear dose responses after LD exposures.

Genomic instability is a critical step in the genesis of cancers after high dose exposures [44], [45], and we like others observed that BALB/c was more sensitive to HD-induced genomic instability than C57Bl/6 [46]. Surprisingly, we found no evidence for genomic instability after LD exposures in BALB/c despite its sensitivity to LD-induced mammary cancer, which led us to search for genetic variation in molecular barrier functions that may control susceptibility to LD-induced cancer.

The genetic differences in baseline and LD expression profiles identified several unique tissue response functions associated with mammary cancer risk (Figure 9). The baseline differences in unirradiated animals (systemic signature) were significantly enriched for stress response and RNA processing genes, and included several DNA repair genes and tumor suppressor genes (Table 2). The stunted immune response observed early after LD-irradiation in BALB/c but not C57BL/6 strains was consistent with prior findings in spleen cells of LD-irradiated BALB/c mice that also received a concanavalin A challenge [47]. As predicted from the microarray data, we demonstrated in tissue sections that the stunted immune response involved reduced numbers of tissue macrophages in BALB/c mice but not C57BL/6 (Figure 4C), and there are ongoing efforts to examine differential production versus recruitment. The stunted immune response may also be related to the very high TGFβ-associated expression in BALB/c (not seen in C57BL/6 mice), given that 10 cGy exposures can activate TGFβ in BALB/c [6] which in turn can lead to immune dysfunction [48]. The early HIF1A-associated response in BALB/c may indicate tissue hypoxia or a more generalized tissue stress response [49]. Among the 12 hypoxia-inducible genes in irradiated BALB/c [24], [25], [26], both HIF1α and STC2, a HIF1A target gene, were overexpressed in human cancers and pre-neoplastic breast lesions [50]. The early expression of the transcriptional activators and repressors (i.e., STAT5a, GATA3, RUNX1 and MSX2) may be the reason for the inappropriate expression of the “pubertal-like” mammary development genes in BALB/c mice, which in their TGFβ-modified microenvironment may be associated with the increased cancer risk observed in that strain. In studies with human keratinocytes, the promoter regions of genes modulated by LD radiation were enriched for GATA3 binding sites, which supports the hypothesis that GATA3 plays an important role in the LD transcriptional response in BALB/c but not C57BL/6 [51].

**Figure 9:**
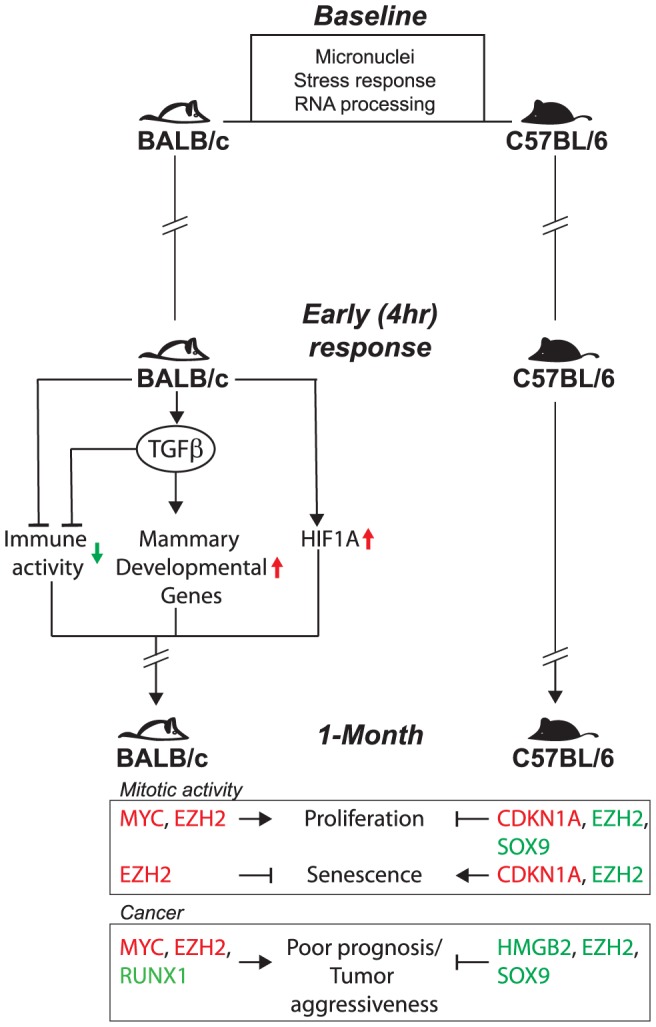
Integrative model of genetic differences in tissue functions in radiation-sensitive and resistant mice. Unirradiated BALB/c mice have significantly higher levels of micronucleated cells compared to C57BL/6. Strain differences in gene expression are associated with RNA processing and stress response and associated expression signatures are associated with poor survival in breast cancer patients. The early (4-hr) LD response in BALB/c mice is largely driven by TGFβ activation, HIF1A activity, and immune deficiency. These functions are not detected in the early expression profiles of C57BL/6 mice. At 1-month after LD irradiation, BALB/c MGs exhibits increased expression of transcriptional regulators associated with proliferation, senescence-like, and cancer-associated functions, while C57BL/6 exhibits decreased expression of proliferation-associated genes.

Finally, our model predicts that at 1-month after LD exposures, the MG tissue of the resistant C57BL/6 mice appears to mount a barrier against cell cycle progression and ECM remodeling, similar to a senescence-like phenotype, which may block the division of residual damaged cells, thereby acting like a global tumor repressor [52]. In support of this prediction, we demonstrated that both the transcript levels of SOX9 in mammary tissue and the frequencies of SOX9-protein-positive epithelial cells were reduced in mammary tissue of C57BL/6 (but not in BALB/c) at 1 month after LD exposures. In contrast, similarly treated BALB/c mice did not show any significant changes in SOX9 transcripts. We used fold-change and graded p-value criteria to generate our initial LD gene lists to provide sufficient numbers of genes for downstream bioinformatics analyses, which is not meant to address the biological meaningfulness of individual genes. Rather it is the beginning of a process to identify candidate tissue functions and pathways that require follow-on validation, such as: (a) confirm tissue expression of genes associated with candidate functions and pathways using molecular and biochemical methods (ie, IHC for *in situ* protein expression) and (b) testing the prediction of candidate genes and functions in independent animal or human gene expression profiling data sets. We applied both of these confirmatory approaches in our paper.

Our transcript and protein expression analyses measured the individual responses of four individuals per experimental group. Indeed, we expected young adult females to be cycling through estrous. However, given the nature of our study design (multiple timed fractionated exposures and rigid sampling times), we did not synchronize animals for estrous cycle at radiation nor at sampling. Instead, we relied on the group response to “average” out the possible effects of estrous cycling. Future studies are underway to investigate whether estrous cycling affects baseline expression and LD responses of mammary tissue. Our findings also warrant additional studies using traditional genetic linkage analyses in mice as well as molecular manipulation of the expression of candidate genes to determine whether the baseline and LD response functions that we have discovered are determinants for breast cancer susceptibility.

Comparative systems analyses of the expression profiles in unirradiated mice (i.e., baseline signature) and human breast cancer outcomes identified 55 genes, each significantly associated with patient survival. In the majority of genes, poor survival was associated with increased expression. Unexpectedly, 9 genes showed the inverse association, including the tumor suppressor genes: RUNX1, CBX7, PRDX2 and PRDX3. These genes were expressed at lower levels both in the blood and MG tissues of unirradiated BALB/c compared to C57BL/6 suggesting that increased cancer sensitivity could be associated with less effective tumor suppressor mechanisms in BALB/c. CBX7 is a known tumor suppressor in both mice and humans and several PRDXs have been shown to have tumor preventive functions [53], [54], [55]. RUNX1 was special in our study, in that it was further down-regulated in BALB/c at 1 month after LD exposure. 

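At 1 month after LD in BALB/c, Runx1 had a log2 fold change of −0.62 (standard error 0.27, adjusted p = 0.686), with log2 values of 5.99 ± 0.20 (SD, n = 2) after LD and 6.61 ± 0.47 (SD, n = 3) in sham mice. Of its 5 probe sets a further one had −0.58, and the other 3 ranged from −0.23 to 0.19. At 4 hr the sign was positive at the probe set with the smallest p. In C57BL/6 at 1 month the probe set that falls most in BALB/c had −0.29.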

RUNX1 is a classic tumor suppressor gene in acute myeloid leukemia (AML) and loss of RUNX1 causes hyperproliferation and abnormal morphogenesis in a 3D model of breast epithelial cells [56], [57]. The differential baseline expression of tumor suppressor genes, multiple DNA repair and stress response genes in normal blood and mammary tissue of unirradiated BALB/c mice raises the intriguing hypothesis that the collective influence of the systemic functions that we have discovered, which are not themselves directly associated with mitotic status, predispose BALB/c mice to mammary cancer.

Comparative systems analyses of expression profiles at 1-month after LD exposure in mice and human breast cancer outcomes identified 36 genes that were each associated with patient disease free survival in cancer patients when they were upregulated. This signature includes mitosis-associated genes (Table 3), consistent with the observation that human cancer signatures include proliferation genes and that increased proliferation status of tumors is strongly associated with poor survival [58]. It is noteworthy that the statistical association between the 11 non-mitosis genes and breast-cancer-related death was comparable to using all 36 genes suggesting strong involvement of both mitosis and non-mitosis radiation responses in the 36 gene signature. Five of the 11 non-mitosis genes had not been previously associated with breast cancer survival. We observed minimal overlap between our signatures and the ‘intrinsic’ gene signature that defines the molecular breast cancer subtypes (SQLE and KRT17) and the 70-gene poor prognosis signature (MCM6) [59], [60], suggesting that our LD radiation-response signatures are different from those developed independently of radiation exposures and provide new information related to breast cancer risks from LD radiation exposures. These findings support the hypothesis that certain mechanisms that control susceptibility to low-dose radiation induced mammary cancer in mice are similar to those that determine poor-survival in breast cancer patients.

Our studies provide strong evidence for dose non-linearities in expression and tissue functions after LD exposures, and strong evidence against the validity of the LNT for molecular responses. The LNT model uses linear extrapolations of cancer risk from high to LD exposures, with the assumption that underlying mechanisms are also linear. Our study provides overwhelming evidence for dose non-linearities in gene expression (Figure 3), tissue functions (Figure S1) and canonical pathways (Figure 4; Table S5). 

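At 4 hr after HD exposure, p53 target genes rose in both strains. Cdkn1a rose by 3.36 (standard error 0.31, adjusted p = 6.17e-06) in BALB/c and, at another probe set, 2.55 (standard error 0.38, adjusted p = 0.00125) in C57BL/6, and the thiamine transporter gene Slc19a2 by 2.18 (standard error 0.14) and 2.03 (standard error 0.15). The p53-induced nuclease gene Aen and the p53 inhibitor gene Mdm2 rose by 1.83 and 1.10 in BALB/c and 1.54 and 1.16 in C57BL/6. Of 25 p53 target genes, 15 rose in BALB/c and 11 in C57BL/6 at an adjusted p under 0.05 (adjusted p = 1.78e-19 from camera, adjusted p = 1.79e-05 with an estimated correlation in BALB/c, adjusted p = 3.16e-25 from camera, adjusted p = 5.90e-04 with an estimated correlation in C57BL/6), and adjusted over the list alone 17 rose and 2 fell in BALB/c and 16 rose in C57BL/6. MHC class II genes fell in both strains (median −1.03 in BALB/c, adjusted p = 2.98e-05 from camera, adjusted p = 0.295 with an estimated correlation, strain difference 0.060, adjusted p = 0.711 from camera), in C57BL/6 5 of 9 at an adjusted p under 0.05 and 6 when adjusted over the list alone (median −1.37, adjusted p = 4.45e-13 from camera, adjusted p = 0.0190 with an estimated correlation), among them H2-Aa with −2.12 (standard error 0.25). After LD the p53 list had a median of 0.15 in BALB/c (adjusted p = 0.0397 from camera, adjusted p = 0.567 with an estimated correlation) and 0.15 in C57BL/6 (adjusted p = 0.0238 from camera, adjusted p = 0.935 with an estimated correlation), with 0 genes at an adjusted p under 0.05 in either strain. The BALB/c LD call of the list ended without LD replicate 1 (median 0.12, adjusted p = 0.102), without LD replicate 4 (median 0.15, adjusted p = 0.0626), without sham replicate 1 (median 0.15, adjusted p = 0.181), without sham replicate 2 (median 0.13, adjusted p = 0.123) and without the arrays with muscle, lymphoid or skin transcripts (median 0.12, adjusted p = 0.230). The C57BL/6 LD call ended without LD replicate 2 (median 0.088, adjusted p = 0.0771), without LD replicate 3 (median 0.12, adjusted p = 0.0551) and without sham replicate 1 (median 0.14, adjusted p = 0.103). Compared directly, in a test chosen after seeing the data, 1100 genes differed between HD and LD in BALB/c (394 with a higher and 708 with a lower probe set after HD) and 241 in C57BL/6 at 4 hr. At 1 month 1 gene differed in BALB/c and 0 in C57BL/6 in the limma fits, where 1885 and 1488 genes had an unadjusted p under 0.05. LD and HD arrays share no plate column at either time, so dose and plate position cannot be told apart in these counts. From the differences between doses in genes, functions and pathways, the paper concludes that responses are not linear in dose.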

We also found a number of genes showing plateau-like responses with dose. 

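Among the genes past the study's thresholds after both doses in BALB/c at 4 hr were the C-type lectin receptor gene Clec7a, with a log2 fold change of −0.92 (standard error 0.23) after LD and −1.41 (standard error 0.23) after HD, and the replication licensing gene Cdt1, with −0.85 (standard error 0.28) and −1.11 (standard error 0.28). In all 66 genes were past them (p under 0.1 for LD and 0.01 for HD) after both doses, 44 with the same sign and 19 with opposite signs, where independent lists would give 5.95 and 5.89. With p under 0.05 for HD, as in the paper's Figure S4, 59 genes had the same sign and 28 were higher after LD and lower after HD. Both responses are measured against the same 3 sham arrays, which by itself makes them alike. Residuals shuffled between arrays with the sham group kept common gave 15.3 shared genes on average and 154 at most in 100 shuffles. The count of 66 lies above that average and under the highest value. How many shuffles reached 66 is not given, so common sham arrays are not excluded as its source. The correlation of LD and HD log2 fold changes over all genes was r = 0.294, against a mean of 0.578 in the shuffled arrays. The shared count was 100 without sham replicate 1, 128 without sham replicate 3 and 127 without the arrays with muscle or skin transcripts.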

As shown in Figure S4, 76 BALB/c genes were modulated in the same direction and at similar magnitudes after low- versus high-dose exposures, in striking contrast to the 24-fold difference in doses. We also found opposing directions for low- versus high-dose responses (Figure S4B). But most surprising in regards to non-linearity was our finding of strain differences in low-dose thresholds of induction, with the sensitive BALB/c strain showing lower thresholds. 

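Luminal epithelial genes leaned higher after LD and fell after HD in BALB/c at 4 hr. As given above, neither the LD nor the HD call of this list held with an estimated correlation, and the LD call ended without sham replicate 2. Krt8, a keratin gene of luminal cells, had a log2 fold change of −1.94 (standard error 0.32) after HD, and the luminal progenitor transcription factor Elf5 one of −1.91 (standard error 0.38). Outside this lineage, the extracellular glutathione peroxidase gene Gpx3 had 0.59 (standard error 0.19) after LD and −0.68 (standard error 0.19) after HD. The HD value minus the LD value, a comparison chosen after seeing the data, was −2.49 (standard error 0.30, adjusted p = 9.17e-05) for Krt8 and −1.85 (standard error 0.35, adjusted p = 0.00445) for Elf5. Over the luminal list this difference had a median of −1.53 (adjusted p = 1.04e-25 from camera, adjusted p = 0.0584 with an estimated correlation). In C57BL/6 the list fell after HD as well (median −0.62, adjusted p = 5.23e-09 from camera, adjusted p = 0.358 with an estimated correlation), with 3 genes at an adjusted p under 0.05 and 10 adjusted over the list alone, while after LD its median was 0.17 (adjusted p = 0.170 from camera).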

Table 4 lists genes similarly modulated at high dose in both BALB/c and C57BL/6 but that differed dramatically in their low-dose responses. 

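Of the Table 4 genes, the macrophage gene Mpeg1 had log2 fold changes of −1.18 after LD and −1.13 after HD in BALB/c and −0.38 and −1.13 in C57BL/6, the fibrillin gene Fbn2 −1.11 after LD and −1.66 after HD in BALB/c and −0.54 and −1.08 in C57BL/6, and the microtubule regulator gene Stmn1 −0.84 after LD and −1.48 after HD in BALB/c and 0.071 and −1.11 in C57BL/6 (standard errors of the LD values 0.48, 0.36 and 0.39 in BALB/c). Of 20 measured genes 18 had a smaller change after LD than after HD in BALB/c, with median sizes of 0.70 and 1.12. In C57BL/6 the median sizes were 0.29 after LD and 0.84 after HD. At the study's LD thresholds 13 genes passed in BALB/c and 0 in C57BL/6, and 17 had the same sign after LD in both strains. At an unadjusted p under 0.05 the LD responses of the strains differed for 0 of these genes in limma. Each gene was taken at 1 probe set. After LD in BALB/c, Zbtb16 (0.55), Mcm6 (−0.73), Uhrf1 (−0.37) and Cdh13 (0.60) had other values there than in the paper's Table 4. The tallies therefore do not test every row of that table. The genes were chosen by the study on these arrays, which makes the contrast between the strains no independent evidence. As a list they had a median of −0.70 in BALB/c after LD (adjusted p = 0.00494 from camera, adjusted p = 0.614 with an estimated correlation), and the strain difference was −0.46 (adjusted p = 0.0912 from camera). The BALB/c call ended without LD replicate 3 (median −0.62, adjusted p = 0.0565) and without sham replicate 2 (median −0.49, adjusted p = 0.366). None of the genes passed at an adjusted p under 0.05 after LD over all genes, and adjusted over the list alone 2 lower and 2 higher genes passed in BALB/c and 0 in C57BL/6. From these responses the paper proposes that BALB/c has lower dose thresholds of induction than C57BL/6.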

While the BALB/c low dose responses were generally lower compared to their high-dose responses, none of these genes were induced after low dose in C57BL/6. Interestingly, the magnitude of the C57BL/6 high-dose responses were significantly different from the BALB/c high-dose responses (p = 0.003), but were not different from the BALB/c low-dose responses (p = 0.7). Taken together our findings provide strong evidence that the high dose response is not an enhancement of the low-dose response, rather it is remarkably different and strongly argues, at least at the gene expression level, against using the LNT model for low-dose risk predictions.

**Table 4:** Strain differences in the induction of LD ‘thresholded’ genes as evidence for genetic differences in LD response mechanisms.

Gene	Low^1 ^BALB/c	High^1 ^BALB/c	Low^2 ^C57Bl/6	C57Bl/6 High^1^
Hist1h2ad	−1.23	−1.84	**Ns**	−1.25
Mpeg1	−1.18	−1.13	**Ns**	−1.13
Fbn2	−1.11	−1.66	**Ns**	−1.08
H19	−1.01	−1.56	**Ns**	−1.68
Cdt1	−0.94	−1.14	**Ns**	−0.99
Clec7a	−0.92	−1.41	**Ns**	−1.19
Mcm5	−0.89	−1.15	**Ns**	−0.60
Irf8	−0.87	−1.06	**Ns**	−0.71
Cdt1	−0.85	−1.11	**ns**	−0.75
Stmn1	−0.84	−1.48	**ns**	−1.11
Lst1	−0.81	−1.12	**ns**	−0.58
Uhrf1	−0.71	−1.13	**ns**	−0.84
Col9a1	−0.71	−1.82	**ns**	−0.89
Irf8	−0.70	−1.53	**ns**	−1.07
Fyb	−0.69	−1.04	**ns**	−1.02
Tlr1	−0.69	−0.72	**ns**	−0.60
Mcm6	−0.69	−1.02	**ns**	−1.18
Gzma	−0.68	−1.08	**ns**	−0.89
Cybb	−0.66	−0.98	**ns**	−0.66
Ptprc	−0.64	−1.21	**ns**	−1.00
Ccl5	−0.61	−0.79	**ns**	−0.91
Copg2as2	0.65	0.85	**ns**	0.82
Fbxo21	0.66	0.62	**ns**	1.08
Anxa8	0.69	1.04	**ns**	0.63
Zbtb16	0.70	1.13	**ns**	0.90
Zbtb16	0.76	1.13	**ns**	0.74
Cdh13	0.96	0.84	**ns**	0.63
Zbtb16	1.19	1.46	**ns**	1.10

1 Fold change (log_2_) with respect to sham irradiated animals (p<8.7E-02).

2 ns - not significantly modulated after low dose with respect to sham.

The fractionated low-dose exposure regimen used in our study is relevant to various human LD radiation exposure scenarios. The maximum yearly allowable dose for radiation workers in the recent nuclear crisis at a Japanese nuclear power plant is 100–250 mSv, which is similar to the whole body fractionated dosing used in our study (4×75 = 300 mSv). Also, multiple abdominal CT scans can yield doses of ∼60 mGy and full body CT scans can involve doses of ∼100 mGy, similar to the individual doses in our study. Also, the penumbra of radiotherapy fields for breast cancer can deliver doses to the contralateral breast similar to the doses in our study [2].

On the assumption that there is substantial genetic variation in molecular tissue responses and mammary cancer risks in human women exposed to LD ionizing radiation, as observed in mice, our findings provide a novel approach for developing predictive tools to identify individual with higher or lower cancer risks from LD exposures, and for distinguishing breast cancers induced by LD radiation versus other causes. Our work also points to a re-examination of the assumptions associated with biological processes controlling transduction of low-dose radiation into breast cancer risk and suggest a new strategy to identify genetic and molecular features that predispose or protect individuals from LD-induced breast cancer.

## Materials and Methods

### Ethics Statement

Female, virgin C57BL/6 and BALB/c mice (∼6 weeks old; Harlan Laboratories, Livermore, CA) were acclimatized for 2 weeks, and the study was carried out in strict accordance with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The protocol was approved by the Committee on the Ethics of Animal Experiments of the Lawrence Berkeley National Laboratory (Approval number: 25001). At 8 weeks of age, mice (n = 6 per group) were exposed to 4 weekly doses of (a) 7.5 cGy, (b) 1.8 Gy, or (c) sham, using a Pantak 320 kVp X-ray machine, operated at 300 kV (2 mA and 196 mGy/min for low dose, 10 mA and 783 mGy/min for high dose).

### Micronucleus Analyses

For the analyses of micronucleated red blood cells, peripheral blood was collected from each mouse (n = 6 per group) at 6 days after each weekly irradiation and at 28 days after the fourth irradiation. Approximately 100 µl of blood was collected per time point from the saphenous vein [61] and processed with the MicroFlow^BASIC^ kit for the mouse (Litron Laboratories, Rochester, NY) according to the manufacturer's instructions. Samples were kept at −80°C until shipment to Litron Laboratories where they were analyzed by flow cytometry for the frequencies of micronucleated reticulocytes (MN-RET) and micronucleated normochromatic erythrocytes (MN-NCE) [21]. Frequencies of MN-RET and MN-NCE of exposed mice were compared against the respective frequencies in sham of that same strain by ANOVA with Dunnett adjustment for multiple comparisons. A p-value less than 0.05 was considered significant. Differences in baseline MN frequencies were compared using two-tailed T-test with unequal variance.

### RNA isolation, expression profiling and bioinformatics

At 4 hours and 1-month after the last exposure we harvested the 4^th^ pair of mammary glands and removed their inguinal lymph nodes; mice were randomized and individually processed for RNA isolations (See Text S1, for details). Microarray hybridizations were carried out on each of four independent mice per dose group (n = 4) using Affymetrix's HT Mouse Genome 430A 96-Array Plate. The data has been deposited at NCBI GEO with accession number GSE40066 (http://www.ncbi.nlm.nih.gov/geo/). RMA was used to create an expression matrix and NUSE was used to assess array quality. The following bioinformatics software tools and databases were used (see Text S1, for details.): L2L (http://depts.washington.edu/l2l/), KEGG (http://bioinfo.vanderbilt.edu/webgestalt/) DAVID (http://david.abcc.ncifcrf.gov/), pubertal mammary gland development genes [19], TGFβ-responsive genes (http://actin.ucd.ie/tgfbeta/ and [20]), 942 biomarkers of breast cancer [18] and gene expression in human DCIS and breast cancers (http://www.nextbio.com/).

### Human breast cancer datasets of disease-free survival

Expression levels of human orthologs of overlapping genes in blood and mammary gland tissue of unirradiated BALB/c and C57BL/6 mice and an unbiased set of 105 up-regulated 1-month BALB/c-specific low dose genes (i.e., genes not up-regulated in C57BL/6) were summed in breast cancer samples of patients from two independent curated breast cancer data sets (GSE1456 and GSE6532) [16], [17]. The median expression value was used as a cut-point to assess group survival outcomes. A Kaplan-Meier disease-free survival curve was generated for patients with above median and below median expression. Log-rank tests were performed to compare the difference in disease-free survival between patients in the two clusters. See Text S1 for details.

## Supporting Information

Figure S1 **Tissue functions associated with the early and 1-month LD response in BALB/c and C57BL/6 mammary glands.** Distributions of predicted functions (based on GO, KEGG, IPA Canonical Pathways, Genes of Interest) at early (4 hr) and 1-month sampling times in both strains. Numbers of genes used to generate charts are listed (unique genes in parentheses).
(EPS) Click here for additional data file.

Figure S2 **Early LD radiation response networks in the mammary glands of BALB/c mice show broad downregulation of immune response genes.** The top two protein interaction networks for the BALB/c low dose genes include the functions of Inflammatory Disease/Cell Mediated Immune Response/Cellular Movement (top) and Cellular Growth, Proliferation/Hematological System Development, and Function/Humoral Immune Response (bottom). Upregulated and downregulated genes are represented in red and green, respectively.
(EPS) Click here for additional data file.

Figure S3 **Genetic differences in protein-interaction networks in mammary glands of BALB/c and C57BL/6 mice at 1-month after LD exposures.** A. Gene interaction network enriched for genes involved in DNA replication containing mostly MCM family genes were found to contain mostly upregulated genes (highlighted in red) in mammary gland of BALB/c mice at 1 month after low dose radiation exposure. B. Protein interaction analyses of the mammary gland of C57BL/6 mice at 1-month after low dose radiation show an extracellular-matrix network and a keratin-enriched network. Genes upregulated after low dose radiation are shown in red and downregulated genes in green. In each of these networks, the majority of genes were downregulated.
(EPS) Click here for additional data file.

Figure S4 **Early expression non-linearities in the mammary glands of BALB/c mice exposed to LD radiation.** A. Fold changes in responses were calculated with respect to sham-irradiated mammary glands for genes modulated after low dose and high dose radiation exposures, represented in blue and orange, respectively. Genes were filtered on fold change (+/−1.5) and p-value (<0.1 low dose and <0.05 high dose). 76 BALB/c genes were modulated in the same direction and at similar magnitudes after low- versus high-dose exposures (left two panels). These genes are enriched for DNA metabolism (p = 0.002), DNA replication (p = 0.009) and immune responses (p<0.05) as well as mitosis. Note the large cluster of 35 genes that was differentially modulated, i.e., upregulated after low dose and downregulated after high dose (far right panel). B. Mammary epithelial markers with opposite direction of response after low and high dose exposures in BALB/c. The markers that are associated with mammary epithelium are upregulated after low dose radiation, whereas after high dose radiation the same genes were found to be downregulated.
(EPS) Click here for additional data file.

Table S1 **Baseline levels of micronucleated reticulocytes (RET) and normochromatic erythrocytes (NCE) are significantly higher in BALB/c compared to C57BL/6 mice.**
(PDF) Click here for additional data file.

Table S2 **Time-course of micronuclei (MN) induction in blood reticulocytes (RET) and normochromatic erythrocytes (NCE) of C57BL/6 female mice after fractionated exposures to low and high doses of ionizing radiation.**
(PDF) Click here for additional data file.

Table S3 **Time-course of micronucleus (MN) induction in blood reticulocytes (RET) and normochromatic erythrocytes (NCE) of BALB/c female mice after fractionated exposures to low and high doses of ionizing radiation.**
(PDF) Click here for additional data file.

Table S4 **Number of genes modulated after low and high dose exposures in the mammary glands of BALB/c and C57BL/6 at early (top) and late (bottom) timepoints after exposure.**
(PDF) Click here for additional data file.

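The genes with the largest changes after HD included the ductal keratin gene Krt19 and, at 1 month, the clock output genes Hlf (1.33, standard error 0.20) and Tef (1.30, standard error 0.19) in C57BL/6. At the study's thresholds 573 genes changed in BALB/c and 294 in C57BL/6 at 4 hr after HD, and 234 and 306 at 1 month. At an adjusted p under 0.05, 811 genes changed in BALB/c (384 with a higher and 427 with a lower probe set) and 114 in C57BL/6 (55 and 59) at 4 hr, and 4 and 151 at 1 month. With the plate column as a covariate 18 and 36 genes passed that threshold at 4 hr, and 0 and 0 at 1 month. Centring each array on its median moved the share of these genes that were higher from 47.3% to 71.4% in BALB/c and from 48.2% to 78.2% in C57BL/6 at 4 hr, and from 25% to 5.56% in BALB/c and from 47.7% to 70.3% in C57BL/6 at 1 month. At 4 hr the BALB/c count was 282 and 317 without HD replicates 3 and 4, 304 and 303 without sham replicates 1 and 2, and 389 without the arrays with muscle or skin transcripts. The C57BL/6 count at 4 hr was 51 and 55 without HD replicates 1 and 3 and 49 and 70 without sham replicates 1 and 3. At 1 month the BALB/c count at the study's thresholds was 136 without sham replicate 3. The count at an adjusted p under 0.05 was 94 without HD replicate 3, which held muscle transcripts, 1 without any of HD replicates 1, 2 and 4 and sham replicates 1 to 3 in turn, and 8 without all arrays with muscle or lymphoid transcripts. The C57BL/6 count at 1 month was 24, 17 and 54 without HD replicates 1 to 3 and 60, 21, 15 and 350 without sham replicates 1 to 4, of which replicate 2 held muscle transcripts.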

Table S5 **Canonical pathways significantly modulated after fractionated low or high dose exposures in the mammary gland of BALB/c or C57Bl/6.**
(PDF) Click here for additional data file.

Table S6 **BALB/c early response genes associated with TGFβ response, MG development, and breast cancer.**
(PDF) Click here for additional data file.

Table S7 **Summary of quantitative RT PCR confirmations of microarray findings.**
(PDF) Click here for additional data file.

Text S1 **Supplementary methods.**
(PDF) Click here for additional data file.

# Supplementary material for: Genetic Differences in Transcript Responses to Low-Dose Ionizing Radiation Identify Tissue Functions Associated with Breast Cancer Susceptibility
**Source:** PLoS One. 2012 Oct 15;7(10):e45394. doi: 10.1371/journal.pone.0045394
**Supplement:** Table S1 — Baseline levels of micronucleated reticulocytes (RET) and normochromatic erythrocytes (NCE) are significantly higher in BALB/c compared to C57BL/6 mice.

Table S1. Baseline levels of micronucleated reticulocytes (RET) and normochromatic erythrocytes (NCE) are significantly higher in BALB/c compared to C57BL/6 mice.

|                                       | <b>Time<sup>b</sup></b> | <b>C57BL/6</b> | <b>BALB/c</b> | <b>p-value</b> |
|---------------------------------------|-------------------------|----------------|---------------|----------------|
| <b>Micronucleated RET<sup>a</sup></b> | -1 day                  | 0.27 ± 0.03    | 0.33 ± 0.05   |                |
|                                       | 6 days                  | 0.22 ± 0.02    | 0.34 ± 0.05   |                |
|                                       | 28 days                 | 0.25 ± 0.05    | 0.37 ± 0.08   |                |
|                                       | <i>average</i>          | 0.25           | 0.34          | <0.0001        |
|                                       |                         |                |               |                |
| <b>Micronucleated NCE<sup>a</sup></b> | -1 day                  | 0.14 ± 0.01    | 0.23 ± 0.02   |                |
|                                       | 6 days                  | 0.14 ± 0.01    | 0.23 ± 0.02   |                |
|                                       | 28 days                 | 0.13 ± 0.00    | 0.20 ± 0.01   |                |
|                                       | <i>average</i>          | 0.14           | 0.22          | <0.0001        |

<sup>a</sup>Percent ± standard deviation

<sup>b</sup>Time in relation to 4<sup>th</sup> sham

# Supplementary material for: Genetic Differences in Transcript Responses to Low-Dose Ionizing Radiation Identify Tissue Functions Associated with Breast Cancer Susceptibility
**Source:** PLoS One. 2012 Oct 15;7(10):e45394. doi: 10.1371/journal.pone.0045394
**Supplement:** Table S3 — Time-course of micronucleus (MN) induction in blood reticulocytes (RET) and normochromatic erythrocytes (NCE) of BALB/c female mice after fractionated exposures to low and high doses of ionizing radiation.

Table S3. Time-course of micronucleus (MN) induction in blood reticulocytes (RET) and normochromatic erythrocytes (NCE) of BALB/c female mice after multiple exposures to low and high doses of ionizing radiation.

| Dose (cGy) <sup>a</sup> | Time (days) <sup>b</sup> | Mice n         | Total RET | MN-RET (% ± S.D.)                |  | Total NCE  | MN-NCE (% ± S.D.)                   |
|-------------------------|--------------------------|----------------|-----------|----------------------------------|--|------------|-------------------------------------|
| sham (0 Gy)             |                          | 6 <sup>c</sup> | 318,926   | 1,074 (0.34 ± 0.04)              |  | 14,582,445 | 32,750 (0.22 ± 0.01)                |
|                         |                          |                |           |                                  |  |            |                                     |
| 3 x 7.5                 | -1                       | 6              | 119,578   | 422 (0.35 ± 0.03)                |  | 5,242,933  | 11,578 (0.25 ± 0.02) <sup>f</sup>   |
| 3 x 180                 | -1                       | 6              | 118,251   | 1,749 (1.46 ± 0.22) <sup>d</sup> |  | 2,113,742  | 11,933 (0.57 ± 0.04) <sup>d</sup>   |
| 3 x (7.5 + 180)         | -1                       | 6              | 118,006   | 1,994 (1.67 ± 0.12) <sup>d</sup> |  | 3,211,504  | 18,131 (0.56 ± 0.04) <sup>d</sup>   |
|                         |                          |                |           |                                  |  |            |                                     |
| 4 x 7.5                 | 6                        | 6              | 119,563   | 437 (0.37 ± 0.06)                |  | 4,708,513  | 11,959 (0.25 ± 0.02) <sup>f</sup>   |
| 4 x 180                 | 6                        | 6              | 117,662   | 2,338 (1.95 ± 0.26) <sup>d</sup> |  | 1,064,685  | 7,945 (0.75 ± 0.04) <sup>d,e</sup>  |
| 4 x (7.5 + 180)         | 6                        | 6              | 117,887   | 2,113 (1.76 ± 0.17) <sup>d</sup> |  | 1,246,772  | 10,076 (0.81 ± 0.07) <sup>d,e</sup> |
|                         |                          |                |           |                                  |  |            |                                     |
| 4 x 7.5                 | 28                       | 4              | 79,725    | 275 (0.35 ± 0.06)                |  | 4,719,142  | 6,896 (0.22 ± 0.01)                 |
| 4 x 180                 | 28                       | 6              | 119,080   | 920 (0.77 ± 0.18) <sup>d</sup>   |  | 3,902,522  | 28,089 (0.72 ± 0.15) <sup>d</sup>   |
| 4 x (7.5 + 180)         | 28                       | 6              | 119,057   | 943 (0.79 ± 0.13) <sup>d</sup>   |  | 3,159,295  | 22,067 (0.71 ± 0.09) <sup>d</sup>   |

<sup>a</sup>Once a week with 6 hr of separation for multiple daily doses.

<sup>b</sup>In relation to 4th irradiation.

<sup>c</sup>For each mouse, an overall average was obtained by pooling the values from the tree collection points

<sup>d</sup>P<0.0001 vs sham

<sup>e</sup>P<0.0001 vs 3 weeks

<sup>f</sup>P<0.02 vs sham

# Supplementary material for: Genetic Differences in Transcript Responses to Low-Dose Ionizing Radiation Identify Tissue Functions Associated with Breast Cancer Susceptibility
**Source:** PLoS One. 2012 Oct 15;7(10):e45394. doi: 10.1371/journal.pone.0045394
**Supplement:** Table S4 — Number of genes modulated after low and high dose exposures in the mammary glands of BALB/c and C57BL/6 at early (top) and late (bottom) timepoints after exposure.

Table S4. Number of genes modulated after low and high dose exposures in the mammary glands of BALB/c and C57BL/6 at early (top) and late (bottom) timepoints after exposure.

**Early response**

| Strain  | Dose        | Regimen | Criteria for gene selection |         | Unique genes | Up-regulated | Down-regulated |
|---------|-------------|---------|-----------------------------|---------|--------------|--------------|----------------|
|         |             |         | Fold change                 | p-value |              |              |                |
| C57BL/6 | 4 x 7.5 cGy | Low     | >0.58                       | <0.1    | 78           | 34           | 44             |
| BALB/c  | 4 x 7.5 cGy | Low     | >0.58                       | <0.1    | 313          | 146          | 167            |
| C57BL/6 | 4 x 1.8 Gy  | High    | >0.58                       | <0.01   | 429          | 115          | 314            |
| BALB/c  | 4 x 1.8 Gy  | High    | >0.58                       | <0.01   | 658          | 190          | 468            |

**1-Month response**

| Strain  | Dose        | Regimen | Criteria for gene selection |         | Unique genes | Up-regulated | Down-regulated |
|---------|-------------|---------|-----------------------------|---------|--------------|--------------|----------------|
|         |             |         | Fold change                 | p-value |              |              |                |
| C57BL/6 | 4 x 7.5 cGy | Low     | >0.58                       | <0.1    | 294          | 75           | 219            |
| BALB/c  | 4 x 7.5 cGy | Low     | >0.58                       | <0.1    | 242          | 103          | 139            |
| C57BL/6 | 4 x 1.8 Gy  | High    | >0.58                       | <0.01   | 380          | 166          | 214            |
| BALB/c  | 4 x 1.8 Gy  | High    | >0.58                       | <0.01   | 223          | 56           | 167            |

# Supplementary material for: Genetic Differences in Transcript Responses to Low-Dose Ionizing Radiation Identify Tissue Functions Associated with Breast Cancer Susceptibility
**Source:** PLoS One. 2012 Oct 15;7(10):e45394. doi: 10.1371/journal.pone.0045394

Table S5. Canonical pathways significantly modulated after fractionated low or high dose exposures in the mammary gland of BALB/c or C57Bl/6.

| <b>EARLY (4 hr) RESPONSE</b>                                                 | BALB/c |   | C57Bl/6 |   |
|------------------------------------------------------------------------------|--------|---|---------|---|
|                                                                              | L      | H | L       | H |
| p53 Signaling                                                                |        |   |         |   |
| Cell Cycle: G2/M DNA Damage Checkpoint Regulation                            |        |   |         |   |
| Cdc42 Signaling                                                              |        |   |         |   |
| Cell Cycle: G1/S Checkpoint Regulation                                       |        |   |         |   |
| Primary Immunodeficiency Signaling                                           |        |   |         |   |
| Production of Nitric Oxide and Reactive Oxygen Species in Macrophages        |        |   |         |   |
| TREM1 Signaling                                                              |        |   |         |   |
| Leukocyte Extravasation Signaling                                            |        |   |         |   |
| IL-2 Signaling                                                               |        |   |         |   |
| Role of Pattern Recognition Receptors in Recognition of Bacteria and Viruses |        |   |         |   |
| Natural Killer Cell Signaling                                                |        |   |         |   |
| GM-CSF Signaling                                                             |        |   |         |   |
| Altered T Cell and B Cell Signaling in Rheumatoid Arthritis                  |        |   |         |   |
| B Cell Development                                                           |        |   |         |   |
| Calcium-induced T Lymphocyte Apoptosis                                       |        |   |         |   |
| CTLA4 Signaling in Cytotoxic T Lymphocytes                                   |        |   |         |   |
| Cytotoxic T Lymphocyte-mediated Apoptosis of Target Cells                    |        |   |         |   |
| Allograft Rejection Signaling                                                |        |   |         |   |
| Autoimmune Thyroid Disease Signaling                                         |        |   |         |   |
| Graft-versus-Host Disease Signaling                                          |        |   |         |   |
| Nur77 Signaling in T Lymphocytes                                             |        |   |         |   |
| Antiproliferative Role of TOB in T Cell Signaling                            |        |   |         |   |
| OX40 Signaling Pathway                                                       |        |   |         |   |
| IL-4 Signaling                                                               |        |   |         |   |
| Antigen Presentation Pathway                                                 |        |   |         |   |
| Interferon Signaling                                                         |        |   |         |   |
| Activation of IRF by Cytosolic Pattern Recognition Receptors                 |        |   |         |   |
| Chemokine Signaling                                                          |        |   |         |   |
| LPS-stimulated MAPK Signaling                                                |        |   |         |   |
| CCR5 Signaling in Macrophages                                                |        |   |         |   |
| T Helper Cell Differentiation                                                |        |   |         |   |
| Toll-like Receptor Signaling                                                 |        |   |         |   |
| B Cell Receptor Signaling                                                    |        |   |         |   |
| CD28 Signaling in T Helper Cells                                             |        |   |         |   |
| Biosynthesis of Steroids                                                     |        |   |         |   |
| Glutathione Metabolism                                                       |        |   |         |   |
| Methionine Metabolism                                                        |        |   |         |   |
| Nicotinate and Nicotinamide Metabolism                                       |        |   |         |   |
| Prolactin Signaling                                                          |        |   |         |   |
| Coagulation System                                                           |        |   |         |   |
| Caveolar-mediated Endocytosis Signaling                                      |        |   |         |   |
| Oncostatin M Signaling                                                       |        |   |         |   |
| Rac Signaling                                                                |        |   |         |   |
| Extrinsic Prothrombin Activation Pathway                                     |        |   |         |   |
| Integrin Signaling                                                           |        |   |         |   |

[illegible][illegible]

|  |  |  |  |  |
|--|--|--|--|--|
|  |  |  |  |  |
|  |  |  |  |  |
|  |  |  |  |  |
|  |  |  |  |  |
|  |  |  |  |  |
|  |  |  |  |  |
|  |  |  |  |  |

[illegible][illegible]

PDGF Signaling  
Coagulation System  
Oncostatin M Signaling  
Small Cell Lung Cancer Signaling  
Pancreatic Adenocarcinoma Signaling  
Chronic Myeloid Leukemia Signaling  
Bladder Cancer Signaling

Molecular Mechanisms of Cancer  
Integrin Signaling  
PAK Signaling  
Agrin Interactions at Neuromuscular Junction  
Tight Junction Signaling  
Wnt/b-catenin Signaling  
Basal Cell Carcinoma Signaling  
Hepatic Fibrosis / Hepatic Stellate Cell Activation  
Aryl Hydrocarbon Receptor Signaling  
Human Embryonic Stem Cell Pluripotency  
HMGB1 Signaling  
TGF-b Signaling  
Circadian Rhythm Signaling  
RAR Activation  
Growth Hormone Signaling  
Type II Diabetes Mellitus Signaling  
Factors Promoting Cardiogenesis in Vertebrates  
Bile Acid Biosynthesis  
Neuregulin Signaling

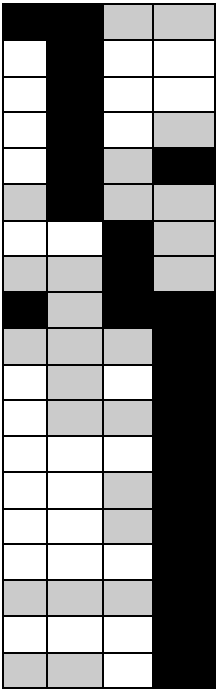

**Supplement:** Table S5 — Canonical pathways significantly modulated after fractionated low or high dose exposures in the mammary gland of BALB/c or C57Bl/6.

# Supplementary material for: Genetic Differences in Transcript Responses to Low-Dose Ionizing Radiation Identify Tissue Functions Associated with Breast Cancer Susceptibility
**Source:** PLoS One. 2012 Oct 15;7(10):e45394. doi: 10.1371/journal.pone.0045394
**Supplement:** Table S6 — BALB/c early response genes associated with TGFβ response, MG development, and breast cancer.

Table S6. BALB/c early response genes associated with TGF $\beta$  response, MG development, and breast cancer\*.

| <b>A. TGF<math>\beta</math>-responsive<sup>a</sup> (n=144)</b> |          |               |         | <b>B. MG Development<sup>b</sup> (n=89).</b> |           | <b>C. Breast cancer-associated<sup>c</sup> (n=41).</b> |
|----------------------------------------------------------------|----------|---------------|---------|----------------------------------------------|-----------|--------------------------------------------------------|
| Abp1                                                           | Ptpro    | Tmem30b       | S100a8  | Adam10                                       | Mafb      | Gata3                                                  |
| Adam10                                                         | Rgs1     | Tspan1        | Sdc3    | Akr1C14                                      | Malat1    | Hspa1B                                                 |
| Anxa8                                                          | Slc40a1  | Usp2          | Spp1    | Anxa8                                        | Mboat1    | Tspan1                                                 |
| Arg1                                                           | Smarcc1  | Zbtb16        | Stmn1   | Aqp5                                         | Mbp       | Pde4Dip                                                |
| Atrx                                                           | Syng1    | Abcg1         | Syk     | Areg                                         | Mcm6      | Mbp                                                    |
| Cradd                                                          | Top2a    | Ada           | Tnfaip6 | Arg2                                         | Mmd2      | Ptger3                                                 |
| F3                                                             | Abca1    | Adam19        | Tnrc18  | Atp1A3                                       | Mpz       | Clca2                                                  |
| Fxyd2                                                          | Asns     | Atf5          | Tubb2a  | Ccnd2                                        | Prlr      | F3                                                     |
| Gadd45g                                                        | Cd24a    | Bach1         | Xrn1    | Cd24                                         | Runx1     | Ltf                                                    |
| Gpx3                                                           | Cdh13    | C5ar1         |         | Chd4                                         | Slc12A2   | Msx2                                                   |
| Hipk3                                                          | Ddit4    | Cadm1         |         | Clca2                                        | Tmprss2   | Pfkfb3                                                 |
| Hspa1b                                                         | Krt8     | Cd44          |         | Cldn8                                        | Galnt2    | Slpi                                                   |
| Ide                                                            | Lasp1    | Cd53          |         | Col9A1                                       | Nnat      | Stat5A                                                 |
| Il13ra1                                                        | Nr1d2    | Cdt1          |         | Comt1                                        | Npr3      | Stc2                                                   |
| Krt19                                                          | Shc1     | Cel           |         | Csn1S1                                       | Nr2C2     | Wfdc2                                                  |
| Ltf                                                            | Slc12a2  | Chd4          |         | Csnk2A1                                      | Padi2     | Adam8                                                  |
| Ly6d                                                           | Stc2     | Ctss          |         | Cxcl15                                       | Pcyt1A    | Asf1B                                                  |
| Padi2                                                          | Tbx3     | Cxcr4         |         | Ddx6                                         | Pof1B     | Cd44                                                   |
| Papss2                                                         | Tgm2     | Cybb          |         | Dnmt3A                                       | Prom1     | Chek1                                                  |
| Pde4dip                                                        | Adamts4  | Fbn2          |         | Enah                                         | Prom2     | Cxcr4                                                  |
| Pfkfb3                                                         | Atf3     | Fyb           |         | F3                                           | Ptpn5     | Dhcr7                                                  |
| Rarg                                                           | Ccl2     | Galnt2        |         | Fxyd2                                        | Ripk4     | Ect2                                                   |
| Rhpn2                                                          | Ccl5     | Galr1         |         | Gata3                                        | Rnd3      | Eif2C2                                                 |
| Rnd3                                                           | Ccnd2    | Gp49a//Lilrb4 |         | Gipc2                                        | Rnf128    | Gzmb                                                   |
| Rnf141                                                         | Lims1    | Gzma          |         | Gzma                                         | Rsad2     | Idi1                                                   |
| Slpi                                                           | Mmp12    | Il7r          |         | H19                                          | S100A8    | Itgb2                                                  |
| Socs2                                                          | Pafah1b1 | Iqgap2        |         | Hspa1B                                       | Scd2      | Kif11                                                  |
| Tmed3                                                          | Prg4     | Itgb2         |         | Il13Ra1                                      | Serpinb11 | Lcp1                                                   |
| Tsc22d1                                                        | Tlr1     | Kif11         |         | Il33                                         | Slc2A5    | Lst1                                                   |
| Usp9x                                                          | Vcan     | Lcp2          |         | Isyna1                                       | Slpi      | Mcm6                                                   |
| Wnt4                                                           | Akr1c14  | Lipg          |         | Itgav                                        | Snog      | Ms4A7                                                  |
| Cd48                                                           | Areg     | Ly86          |         | Kcnb1                                        | Socs2     | Nuf2                                                   |
| Chek1                                                          | Cldn8    | Mbp           |         | Kcnk1                                        | Spon1     | Ptprc                                                  |
| Eif2c2                                                         | Fbxo21   | Mfap4         |         | Kcnk3                                        | Spp1      | Rad51                                                  |
| Glpr1                                                          | Gata3    | Mvd           |         | Krt19                                        | Stc2      | Rrm2                                                   |
| Gpnmb                                                          | Hif1a    | Ncf2          |         | Krt7                                         | Tgm2      | S100A8                                                 |
| Gzmb                                                           | Itgav    | Ncf4          |         | Krt8                                         | Tmed3     | Slc40A1                                                |
| Idi1                                                           | Krt7     | Pim1          |         | Ktn1                                         | Tmem30B   | Spp1                                                   |
| Laptn5                                                         | Mme      | Plau          |         | Lasp1                                        | Tmem56    | Stmn1                                                  |
| Lcp1                                                           | Osmr     | Ptger3        |         | Lcp1                                         | Tmem79    | Top2A                                                  |
| Lgals3                                                         | Runx1    | Ptges         |         | Lgals12                                      | Tnfaip6   | Uhrf1                                                  |
| Lpxn                                                           | Slc2a3   | Ptprc         |         | Lgals3                                       | Vcan      |                                                        |
| Malat1                                                         | Slc7a2   | Rap2b         |         | Lipg                                         | Wfdc2     |                                                        |
| Mapk1                                                          | Spon1    | Reln          |         | Ltf                                          | Zbtb8A    |                                                        |
| Mcm5                                                           | Stat5a   | Rrm2          |         | Ly6D                                         |           |                                                        |

\* Genes listed in alphabetical order.

<sup>a</sup> TGF $\beta$  signaling and interaction database (<http://actin.ucd.ie/tgfbeta/>) and [20]

<sup>b</sup> McBryan et al. 2007 [19]

<sup>c</sup> Abba et al. 2010 [18]

# Supplementary material for: Genetic Differences in Transcript Responses to Low-Dose Ionizing Radiation Identify Tissue Functions Associated with Breast Cancer Susceptibility
**Source:** PLoS One. 2012 Oct 15;7(10):e45394. doi: 10.1371/journal.pone.0045394
**Supplement:** Table S7 — Summary of quantitative RT PCR confirmations of microarray findings.

Table S7. Summary of quantitative RT PCR confirmation of microarray findings.

| Baseline expression differences in blood of BALB/c vs C57BL/6 mice |               |               | Fold changes listed in log <sub>2</sub> relative average expression in four C57BL/6 mice |              |              |              |
|--------------------------------------------------------------------|---------------|---------------|------------------------------------------------------------------------------------------|--------------|--------------|--------------|
| Gene                                                               | Function      | Taqman AOD ID | BALB/c LD #1                                                                             | BALB/c LD #2 | BALB/c LD #3 | BALB/c LD #4 |
| PARP3                                                              | DNA stability | Mm00467486_m1 | -1.27                                                                                    | -1.17        | -0.83        | -1.12        |
| PARP3                                                              | DNA stability | Mm01232604_m1 | -1.80                                                                                    | -1.00        | -1.14        | -1.57        |
| MSH5                                                               | DNA stability | Mm00488974_m1 | 2.34                                                                                     | 2.65         | 2.21         | 2.34         |
| SMC6                                                               | DNA stability | Mm01273370_m1 | 1.59                                                                                     | 1.80         | 1.74         | 2.32         |

| Early (4 hr) Radiation Response |                         |               | Fold changes listed in log <sub>2</sub> relative to Sham |              |              |              |              |               |
|---------------------------------|-------------------------|---------------|----------------------------------------------------------|--------------|--------------|--------------|--------------|---------------|
| Gene                            | Function                | Taqman AOD ID | BALB/c LD #1*                                            | BALB/c LD #2 | BALB/c LD #3 | BALB/c LD #4 | BALB/c LD #5 | BALB/c LD #6* |
| CD24                            | Mammary dev**           | Mm00782538_sH | 0.91                                                     | 1.29         | 2.03         | 1.14         | 1.27         | 0.98          |
| KRT19                           | Mammary dev             | Mm00492980_m1 | 0.44                                                     | 1.02         | 0.93         | 1.43         | 1.26         | 0.63          |
| WNT4                            | Mammary dev             | Mm01194003_m1 | 1.07                                                     | 1.20         | 0.78         | 0.84         | 1.34         | 0.38          |
| IDO1                            | Mammary dev             | Mm00492586_m1 | 2.66                                                     | -0.84        | 2.41         | 4.30         | -0.28        | 4.04          |
| AREG                            | Mammary dev             | Mm01354339_m1 | -1.30                                                    | 1.84         | 1.07         | 2.43         | 2.40         | 2.03          |
| CDT1                            | Mitosis                 | Mm00466006_m1 | -0.86                                                    | -1.14        | -0.72        | -1.66        | -0.27        | -1.27         |
| HIF1a                           | Hypoxia                 | Mm00468878_m1 | 0.52                                                     | 0.83         | 0.77         | 0.97         | 1.25         | 0.57          |
| STC2                            | Hypoxia                 | Mm00441561_m1 | 0.35                                                     | 1.18         | 1.03         | 1.11         | 0.74         | 1.72          |
| RAB20                           | Hypoxia                 | Mm01216807_m1 | 0.62                                                     | 0.91         | 0.27         | 0.74         | 0.33         | 1.26          |
| FXYD2                           | Ion transport regulator | Mm00446358_m1 | 1.59                                                     | 1.60         | 1.35         | 2.06         | 1.24         | 1.75          |
| IRF8                            | Immune Response         | Mm00492567_m1 | -0.10                                                    | -0.51        | -0.65        | -1.39        | -0.84        | -0.88         |
| IL7R                            | Immune Response         | Mm00434295_m1 | -0.66                                                    | -1.38        | -1.12        | -1.26        | -1.25        | -1.45         |
| TREM2                           | Immune Response         | Mm00451744_m1 | 1.04                                                     | -1.05        | -1.00        | -0.43        | -0.27        | -0.54         |

\*Animals highlighted red were not analyzed on microarray; LD = Low Dose animals

\*\* Mammary gland development

| Early (4 hr) Radiation Response |               | Fold changes listed in log <sub>2</sub> relative to Sham |               |              |              |              |              |               |
|---------------------------------|---------------|----------------------------------------------------------|---------------|--------------|--------------|--------------|--------------|---------------|
| Gene                            | Function      | Taqman AOD ID                                            | BALB/c HD #1* | BALB/c HD #2 | BALB/c HD #3 | BALB/c HD #4 | BALB/c HD #5 | BALB/c HD #6* |
| CD24                            | Mammary dev** | Mm00782538_sH                                            | -0.20         | -1.35        | -1.40        | -2.52        | -1.79        | -0.65         |
| KRT19                           | Mammary dev   | Mm00492980_m1                                            | -1.42         | -1.53        | -0.78        | -2.70        | -1.75        | -1.10         |
| WNT4                            | Mammary dev   | Mm01194003_m1                                            | -0.61         | -1.20        | 0.50         | -2.72        | -1.56        | -0.96         |
| IDO1                            | Mammary dev   | Mm00492586_m1                                            | -0.91         | -0.06        | 0.37         | -0.69        | -0.91        | -0.52         |
| AREG                            | Mammary dev   | Mm01354339_m1                                            | -2.21         | -2.78        | -1.64        | -5.03        | -3.45        | -2.73         |
| CDT1                            | Mitosis       | Mm00466006_m1                                            | -1.16         | -1.81        | -0.98        | -1.57        | -1.63        | -0.76         |

\* Animals highlighted red were not analyzed on microarray; HD = High Dose animals

\*\* Mammary gland development

| 1-Month Radiation Response |              |               | Fold changes listed in log <sub>2</sub> relative to Sham |               |               |               |               |               |               |               |
|----------------------------|--------------|---------------|----------------------------------------------------------|---------------|---------------|---------------|---------------|---------------|---------------|---------------|
|                            |              |               | C57BL/6 LD #1                                            | C57BL/6 LD #2 | C57BL/6 LD #3 | C57BL/6 LD #4 | C57BL/6 HD #1 | C57BL/6 HD #2 | C57BL/6 HD #3 | C57BL/6 HD #4 |
| SPRR1A                     | Regeneration | Mm01962902_s1 | 6.34                                                     | 7.54          | 4.27          | 6.54          | 3.34          | 1.88          | 5.10          | 2.07          |
| CDKN1A                     | Mitosis      | Mm00432448_m1 | 0.98                                                     | 1.04          | 0.21          | 0.64          |               |               |               |               |
| SOX9                       | Mitosis      | Mm00448840_m1 | -0.79                                                    | -0.80         | -0.43         | 0.26          |               |               |               |               |
| SKP2                       | Mitosis      | Mm00449925_m1 | -0.59                                                    | -0.45         | -0.53         | -0.34         |               |               |               |               |
| CCNA2                      | Mitosis      | Mm00438064_m1 | -1.56                                                    | -1.60         | -1.67         | -0.42         |               |               |               |               |

  

|        |               |               | BALB/c LD #1 | BALB/c LD #2 | BALB/c LD #3 | BALB/c LD #4 |
|--------|---------------|---------------|--------------|--------------|--------------|--------------|
| CDKN1A | Mitosis       | Mm00432448_m1 | -0.129       | -0.5425      | -0.168       | -0.642       |
| UCP1   | Thermogenesis | Mm01244860_m1 | 1.07         | 1.49         | 0.62         | 3.05         |

How the deposited data were processed for this re-analysis (not part of the article)

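The authors deposited 51 arrays of the Affymetrix HT_MG-430A type as log2 values after RMA, and these log2 values were used as deposited, without a further transformation or correction. The MG and blood arrays had different value distributions, so no level was compared across tissues. Gene symbols came from the array annotation, brought to GRCm38.p6 names by gene identifier, and the genes of lists were matched by symbol or, for older names, by a single synonym. Probe sets of several genes (287) and those without a name (4336) were tested but not counted as genes. Il7r, Areg, Krt17 and Nutf2 could not be matched to a probe set by name and were not analysed here.

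Each comparison was a contrast of group means in a limma fit with moderated variances over all probe sets, with p adjusted by Benjamini-Hochberg. The MG fits used all arrays of 1 strain for dose comparisons, all 43 for strain differences of a response, and the 13 sham arrays for the baseline. Counts of genes use any of a gene's probe sets, so that a gene with probe sets in both directions counts as higher and as lower. The direct comparison of HD with LD and its genes, the liver gene list, the comparison of the probe sets of a gene and the alternatives without arrays that held transcripts of another tissue were chosen after seeing the data.

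The genes named in the text follow a rule: those the paper names for the comparison, a few of own choice, the 8 highest and 8 lowest log2 fold changes among genes past the adjusted threshold (or the study's thresholds where fewer than 16 pass) whose groups do not overlap, and the 4 members with the smallest p of each list described. The paper's tables had been seen when this rule was set.

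Gene lists were tested with camera, with a preset inter-gene correlation and with an estimated one, over lists with at least 5 measured genes. Lists from the study's own tables were chosen on these arrays.

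On simulated arrays with the real spread and 100 probe sets changed by each size, limma at an adjusted p under 0.05 recovered 88% of changes of 1 log2 unit and 99% of changes of 2 for BALB/c LD 4 hr, and 62% and 89% for the blood baseline. The study's thresholds called 180 unchanged probe sets for BALB/c LD 4 hr, where adjusted p called 2. The recovered shares hold for the arrays as a whole, with a median standard error of 0.13 for BALB/c LD 4 hr. Many named genes had larger standard errors, for which recovery was not tested. A count of 0 after LD therefore does not exclude changes of these sizes in them.

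The counts and correlations of comparisons, the named genes and the gene lists were recomputed with each array of their groups left out in turn. They were also recomputed under the alternatives given in the closing section. The direct comparison of HD with LD, the ratios of probe sets and the tallies over Table 4 genes are given with all arrays only. Counts were compared with other splits of the same arrays, all 35 where the groups had 4 and 3 or 4 and 4 arrays and 100 drawn at random elsewhere. BALB/c LD 1 month, with 2 arrays, had no splits. Arrays that share a replicate number were hardly more alike than others, with mean correlations of residuals of 0.0145 in BALB/c and 0.0124 in C57BL/6 against −0.0052 and −0.00412 for other arrays, so the arrays were treated as unpaired. The tools were R 4.3.3, limma 3.58.1, Python 3.11, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.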

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

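The tests of liver RNA and of variants under the probes were chosen after the result was seen, as were the settings that leave out arrays with transcripts of another tissue. The splits and the tests of strain label, heart muscle, white cells, plate position and epithelium were chosen before.

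The C57BL/6 blood array of replicate 4 stood apart from the other blood arrays. At 44 probe sets with large strain differences in the MG and the same direction in blood its median position was −0.00547 (0 for C57BL/6, 1 for BALB/c), which argues against a mislabelled strain. Cardiac muscle genes differed from the other C57BL/6 blood arrays by −0.18, against heart muscle RNA from the cardiac puncture. T cell genes differed by 0.33, neutrophil genes by −1.13 and B cell genes by −2.05. These values argue against an equal fall of all white blood cells. A changed mix of white blood cells can give moves in opposite directions and stays open. Liver genes lay 8.95 log2 units higher, with Alb at 14.12 and Apoa1 at 13.74, and liver RNA in the blood sample is a candidate explanation. Set against the median blood array the list lay 8.38 higher in this array and 2.02 higher in BALB/c replicate 2, a signal the paper does not report on.

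Both strains had their 4-hr LD arrays in the same columns of their plates, so an effect of position would recur in C57BL/6, and the slope of the C57BL/6 on the BALB/c log2 fold changes was 0.198 over 340 probe sets (0.143 to 0.251 without 1 array), where under 0.25 was set as the bound against the position of the arrays on their plate. A larger share of epithelium would move luminal and myoepithelial genes alike, but their medians were 0.31 and 0.048 (rank test value 0.00784). The rank test takes genes as independent, while the estimated correlation between genes was 0.46 and 0.29 in these lists. Smooth muscle genes of the myoepithelial list are also expressed by vessels and stroma. The test therefore does not decide on more epithelium in the gland sampled. Position and dose cannot be told apart, since the highest slope without 1 array passes the bound of 0.25 and the probe sets were chosen by their change in BALB/c, which lowers the slope. More epithelium, a change in luminal cells and the dose itself may account for part of the response and stay open.

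Strain differences at baseline were weighed in genes with several probe sets. Over 209 such genes, the median ratio of the other probe sets to the one with the smallest p was 0.250 (bootstrap interval 0.177 to 0.313), and 35 genes had it in the opposite direction. Over genes called at 4 hr after HD the ratio was 0.533 in BALB/c and 0.529 in C57BL/6, and a rank test of the baseline against both gave 1.29e-11. A strain variant under the probes of 1 probe set could give such a ratio, but the bound set for it, under 0.25, lies inside the interval, so it cannot be told apart from strain-specific transcript ends or splicing, which were not tested.

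Whether chance can be excluded was asked with other splits of the arrays, and the real count is given against the highest of the other splits. Chance can be excluded at 1 of 35 splits for HD 4 hr in BALB/c (573 against 400 at the thresholds, 811 against 145 at an adjusted p under 0.05) and, at an adjusted p under 0.05, in C57BL/6 (114 against 31), for C57BL/6 HD 1 month (306 against 112 and 151 against 1), for the blood baseline (68 against 0) and, at 1 of 100 splits, for the MG baseline (453 against 4). For BALB/c LD 4 hr (244 against 202) and C57BL/6 HD 4 hr (294 against 230) at the study's thresholds no other of 35 splits was as large either, but residuals shuffled between arrays reached 491 and 326 genes, so that chance stays open there. It cannot be excluded for C57BL/6 LD 4 hr (55 against 317 at the thresholds, as large in 26 of 35 splits), C57BL/6 LD 1 month (267 against 376, 4 of 35 splits) and BALB/c HD 1 month (234 against 287 at the thresholds and 4 against 37 at an adjusted p under 0.05, 2 of 35 splits each). BALB/c LD 1 month had no splits. Shuffled residuals gave 242 genes there on average and 769 at most, against 185, so chance stays open for it too. For counts of 0 at an adjusted p under 0.05 from limma every split is as large, with 0 against 1 for BALB/c LD 4 hr, 0 against 7 for C57BL/6 LD 4 hr and 0 against 168 for C57BL/6 LD 1 month, 35 of 35 splits, where 1542, 791 and 1991 genes had an unadjusted p under 0.05. The strain differences of the responses gave 0 against 34 (LD 4 hr), 0 against 1002 (HD 4 hr) and 0 against 1004 (HD 1 month), 100 of 100 splits, where 720, 1002 and 876 genes had an unadjusted p under 0.05. Splits that call several times the real count, as for C57BL/6 LD 4 hr at the thresholds, point to a structure of the samples, which was not traced. For the strain differences a split can mix irradiated with sham arrays more in 1 strain than in the other, so the dose response itself could give such calls.

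Single arrays lay far from the 3 others of their group for 5 of 161 combinations of a named gene and a group of 4, by the ratio of the gap to the range, where chance gives about 1 in 20 groups, here 8.05. They were Ifi209 in blood C57BL/6 unirradiated replicate 4 (8.35 against a mean of 10.19, ratio 0.953), Mdm2 in BALB/c HD 4 hr replicate 3 (9.64 against a mean of 9.47, ratio 0.913), Mmp12 in BALB/c LD 4 hr replicate 3 (8.45 against a mean of 5.27, ratio 0.860), Stc2 in BALB/c LD 4 hr replicate 2 (9.82 against a mean of 10.18, ratio 0.858) and Sprr1a in C57BL/6 sham 1 month replicate 2 (5.71 against a mean of 4.16, ratio 0.898).

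Of 41 lists, the difference between the responses of the strains passed camera for 7 (LD 4 hr), 6 (HD 4 hr), 11 (LD 1 month) and 15 (HD 1 month). After LD at 4 hr, medians (BALB/c minus C57BL/6) were −0.58 for mitosis, −0.28 for macrophage, −0.28 for Table 3 mitosis, −0.22 for DNA replication and −0.20 for NK genes. They were 0.29 for MG development and 0.20 for luminal genes. After LD at 1 month they were 1.12 for the Table 3 mitosis genes, 0.89 for DNA replication, 0.81 for mitosis, 0.63 for myoepithelial and −0.52 for interferon response genes. Smaller medians were 0.24 for RNA processing, 0.20 for DNA repair, −0.28 for MG development, −0.17 for hypoxia and −0.12 for TGFβ-responsive genes. The circadian clock genes differed by −0.37 and the luminal genes by −0.52 at 1 month after HD. With an estimated correlation 1 list of all held, the Table 3 genes outside mitosis, which differed by 0.81 at 1 month after LD (adjusted p = 1.99e-06 from camera, adjusted p = 0.0124 with an estimated correlation), and the study chose that list on these arrays.

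MG arrays that held transcripts the paper does not report on were, by the mean over a list above the median array, BALB/c HD 4 hr replicate 1 (6.57 for skeletal muscle), C57BL/6 sham 1 month replicate 2 (5.25, muscle), BALB/c HD 1 month replicate 3 (3.09, muscle), BALB/c sham 4 hr replicate 1 (2.37, muscle), BALB/c LD 4 hr replicate 2 (2.09, muscle), BALB/c LD 4 hr replicate 1 (2.45 for epidermis and hair) and BALB/c HD 1 month replicate 1 (3.06 for B cells and 2.59 for T cells).

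Lists that passed camera with both correlations at 4 hr after HD, where the paper's Table S5 has p53 signaling and antigen presentation among its early pathways and its main text discusses neither, were p53 target genes in BALB/c (median 0.96) and C57BL/6 (0.58), and in C57BL/6 MHC class II genes (−1.37) and erythrocyte genes (0.41, adjusted p = 3.49e-05 from camera, adjusted p = 0.00798 with an estimated correlation).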

How the results depend on the processing

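The settings without arrays that held transcripts of another tissue were chosen after seeing the data, and the tests of other alternatives before. Over all settings, named genes kept their direction and side of the threshold in 2524 cases, fell short of the threshold in 161, newly passed it in 49, changed sign without having been called in 21 and changed sign after a call or an unadjusted p under 0.1 in 3, and gene lists, by the direction camera gives, did so in 1857, 199, 39, 63 and 8. The cause was not tested for the changes below, apart from those that follow from fewer arrays, fewer probe sets or stricter thresholds. Precision is limited by signal over background for dim probe sets, and leaving out the dimmest 25% of probe sets gave 12 genes at an adjusted p under 0.05 for BALB/c HD 1 month, with fewer probe sets tested. No count moved by over 1.5 times with a trended and robust prior variance, nor did the genes shared by blood and MG at baseline without a fold change minimum, while the baseline of the MG alone had 1404 genes in that case against 453. Every alternative set at the start was run, and each gave a value for every count that was recomputed.

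Counts at the study's thresholds were, for LD 4 hr, HD 4 hr, LD 1 month and HD 1 month in this order, 0, 105, 0, 1 in BALB/c and 0, 33, 3, 5 in C57BL/6 when the thresholds were put on adjusted p, and 36, 176, 29, 69 in BALB/c and 6, 99, 71, 72 in C57BL/6 with an absolute log2 fold change above 1.

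With the plate column as a covariate, counts at the study's thresholds were 816 (LD 4 hr), 321 (LD 1 month) and 129 (HD 1 month) in BALB/c and 1066 (LD 4 hr) and 669 (LD 1 month) in C57BL/6, and at an adjusted p under 0.05 18 and 0 in BALB/c and 36 and 0 in C57BL/6 (HD 4 hr and 1 month), 1 for the strain difference of HD at 1 month and 4 in blood. Shared genes numbered 91 (BALB/c) and 327 (C57BL/6) for 4 hr with 1 month, 142, 45, 250 and 177 for LD with HD, 130 and 63 for both strains and 4 for the baseline (r = 0.970). The correlation of early and 1-month changes in BALB/c turned to 0.447, and signs changed for Irf8 (0.37) and Plau (0.0059) in BALB/c LD 4 hr, Fcgr1 in C57BL/6 LD 4 hr (0.050), the interferon list in BALB/c LD 1 month (0.050) and the cholesterol (0.64) and peroxiredoxin lists (0.15) in blood. The ratio of the BALB/c to the C57BL/6 count at LD 4 hr, over 1 without the covariate, turned under 1. Sham and irradiated arrays share no column in BALB/c or at 4 hr in C57BL/6, and 1 column at 1 month in C57BL/6, and in blood the strains share none, so this model rests on the assumption of a straight trend.

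For BALB/c HD 1 month, an adjusted p under 0.05 gave 1 gene with 1 probe set per gene, 0 with only the arrays of the groups compared, 18 with each array centred on its median, 13 after quantile normalization again within a plate and 8 without the arrays with muscle, lymphoid or skin transcripts. BALB/c HD 4 hr gave 237 with only the arrays compared, 389 without the arrays with muscle, lymphoid or skin transcripts and 432 with the replicate number as a block. C57BL/6 HD 4 hr gave 202 with centred arrays, and C57BL/6 HD 1 month 252 with arrayWeights, 45 with only the arrays compared and 21 without the arrays with other transcripts. The strain difference of HD gave 1 (1 probe set per gene), 2 (centred) and 1 (quantile) at 1 month, and 1 (replicate block) and 1 (without the arrays with other transcripts) at 4 hr.

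At baseline, genes in blood, shared genes and their correlation were 392, 101 and 0.894 with arrayWeights, 37, 17 and 0.869 with 1 probe set per gene, 333, 95 and 0.881 without the arrays with liver transcripts, and 12, 10 and 0.958 with the replicate block. The correlation was 0.960 with 4-hr and 0.943 with 1-month sham arrays alone. Genes shared by both times in BALB/c numbered 15 and those shared by both strains at 4 hr 3 with 1 probe set per gene. Without the arrays with muscle, lymphoid or skin transcripts, BALB/c LD 4 hr had 508 genes at the thresholds, 127 shared with HD, C57BL/6 22 shared by both times, and the skeletal muscle list in C57BL/6 LD 1 month a median of 0.022. In BALB/c HD 1 month the interferon list then had a median of −0.12 and the B cell list −0.029.

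Leaving out 1 array at a time gave these ranges. Ranges at the study's thresholds were 216 to 378, 197 to 469 and 136 to 342 for BALB/c LD 4 hr, LD 1 month and HD 1 month, and 48 to 110 and 228 to 408 for C57BL/6 LD 4 hr and 1 month. The ranges at an adjusted p under 0.05 were 282 to 840 and 1 to 94 for BALB/c HD 4 hr and 1 month, 0 to 2 for BALB/c LD 1 month, 49 to 147 and 15 to 350 for C57BL/6 HD, 0 to 1 and 0 to 2 for C57BL/6 LD, 0 to 3 and 0 to 1 for the strain differences of HD, and 31 to 354 in blood. Shared genes ranged over 21 to 95 at baseline (r from 0.887 to 0.948), 5 to 19 and 18 to 39 for both strains, 16 to 35 and 8 to 39 for both times, and 51 to 128, 16 to 54, 13 to 41 and 62 to 150 for both doses. The skeletal muscle list in C57BL/6 LD 1 month ranged over −1.85 to 0.022. The B cell list in BALB/c HD 1 month ranged over 0.020 to 0.96. Where this left a group with 1 array, its spread was taken from the other groups.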

Differences from the paper's values

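For the systemic baseline signature the paper gives 131 genes, against 34 genes here at an adjusted p under 0.05 and an absolute log2 fold change above 0.58 in both tissues. No threshold for this list was found in the paper's text or tables, and its supplementary methods were not used here. A count is held here to fall near the paper's when within 1.5 times of it, and a log2 fold change when it has the same sign and differs by no more than the SD between arrays, or the SD of the qPCR where that is larger. Of the alternatives set before the data were examined, arrayWeights (101 genes) and leaving out blood C57BL/6 replicate 4 (95 genes) came near the paper's value, and the others did not. Leaving out both blood arrays with liver transcripts, chosen after seeing the values, gave 95 genes, also near the paper's value, and dropped 0 of the paper's Table 2 genes called with all arrays. Of 43 Table 2 genes measured, 11 were called with all arrays, 29 with arrayWeights, 28 without blood C57BL/6 replicate 4 and 28 without both arrays with liver transcripts. The rest of the paper's list was not used here.

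The genes past the LD thresholds in both strains at 4 hr number about 14 in the paper's Figure 3, read by eye, and 8 here. With only the arrays of the groups compared (11), arrayWeights (12), a replicate block (10) and without BALB/c LD replicate 4, BALB/c sham replicates 1 and 2, C57BL/6 LD replicates 1 and 3 or C57BL/6 sham replicates 1 to 3, the count came near the paper's value, and under the other alternatives it did not.

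In Table 4 the paper gives log2 fold changes of −0.71 (LD) and −1.13 (HD) for Uhrf1 in BALB/c, against −0.37 and −0.45 here, and of 0.96 for Cdh13 in BALB/c LD and 0.63 in C57BL/6 HD, against 0.60 and 0.34 here. With plate column as a covariate Uhrf1 after LD came near the paper's value. Cdh13 in C57BL/6 HD did so after quantile normalization again, with centred arrays, with plate column as a covariate and without C57BL/6 HD replicate 2 or sham replicate 1 or 2. No alternative set before the data were examined did so for the other values. Another probe set of each gene, looked up after seeing the values, had −0.71 and −1.13 for Uhrf1 and 0.96 and 0.63 for Cdh13, and both genes pass the LD thresholds in BALB/c there, so that it drops 0 of these 2 genes of the paper.

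Against the paper's qPCR means of Table S7, the blood baseline of Parp3 was −1.96 where the paper gives −1.0975 and −1.3775 for its assays, Msh5 was at least 1.65 where it gives 2.385, and Smc6 was 2.36 where it gives 1.8625. Hif1a in BALB/c LD 4 hr was 0.35 against the paper's 0.818 over 6 mice, 2 of them without an array, and 0.955 over the other 4. Sprr1a in C57BL/6 at 1 month was at least 3.92 after LD against the paper's 6.1725 and 0.87 after HD against its 3.0975, and Skp2 in C57BL/6 LD 1 month was −0.73 against its −0.4775. For Smc6, arrayWeights, plate column as a covariate and leaving out blood BALB/c replicate 2 or 3 or C57BL/6 replicate 4 came near the paper's value, and for Skp2 leaving out C57BL/6 LD or sham replicate 3 did. For the others no alternative did. The paper's means for Parp3 lie between −1.96 and the −0.75 of its other probe set in blood, which was not one of the alternatives. Msh5 averaged 3.57 in C57BL/6 blood replicates 1 to 3 and Sprr1a 4.16 in 3 of the 4 sham arrays, where array medians lay from 4.61 to 4.70 in blood and from 6.16 to 6.36 in the MG. Array values against such low levels are taken as lower bounds, so for these 2 genes no difference from the qPCR is claimed. The qPCR and arrays share direction for all of these genes. Other named genes had a group mean under the array medians too, such as Runx1 (4.39) and Cbx7 (4.59) in BALB/c blood and Sox9 in C57BL/6 MG. They are not marked as lower bounds, but their sizes may be understated.

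The paper lists CDKN1A among genes lowered in C57BL/6 at 1 month after LD. Here it had a log2 fold change of 0.61, and the paper's own qPCR mean is positive (0.718). SOX9, SKP2 and CCNA2, named with it, were lower here too (−0.69, −0.73 and −1.40). The paper's text describes lower epithelial functions early after LD in BALB/c, where luminal epithelial genes had a median of 0.31 (adjusted p = 5.80e-05 from camera, adjusted p = 0.614 with an estimated correlation) here. The legend of its Figure S4 instead has epithelial marker genes higher after LD and lower after HD, the direction found here (median −1.12 after HD). The paper's text describes the lowered immune and microenvironment pathways as unaffected by HD. After HD in BALB/c, macrophage and extracellular matrix genes had medians of −0.54 (adjusted p = 1.26e-04 from camera, adjusted p = 0.495 with an estimated correlation) and −0.43 (adjusted p = 6.57e-07 from camera, adjusted p = 0.295 with an estimated correlation). As given above, the macrophage call ended with 1 sham array left out. LD and HD share their sham arrays. These lists are not the paper's pathways, which were not tested here, so no difference from the paper is claimed for them.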

Other observations

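At 1 month after HD in C57BL/6, output genes of the circadian clock were higher, Hlf with a log2 fold change of 1.33 (standard error 0.20, adjusted p = 0.00975) and Tef with 1.30 (standard error 0.19, adjusted p = 0.00975). Of 16 clock genes 10 were positive and 5 higher at an adjusted p under 0.05, with a median of 0.40 (adjusted p = 8.46e-04 from camera, adjusted p = 0.0569 with an estimated correlation). The hour of dissection is not in the labels, and whether it differed between the groups was not tested. In BALB/c the same list had a median of 0.14 (adjusted p = 0.439 from camera), and the strain difference was −0.37 (adjusted p = 0.00166 from camera, adjusted p = 0.440 with an estimated correlation).

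Interferon response genes were higher in C57BL/6 at 1 month after HD, 22 of 22 with a median of 0.44 (adjusted p = 1.04e-07 from camera, adjusted p = 0.371 with an estimated correlation), and 3 passed at an adjusted p under 0.05. They were positive in BALB/c too, 22 of 22 with a median of 0.32 (adjusted p = 0.00415 from camera, adjusted p = 0.753 with an estimated correlation), a call that ended without HD replicate 3 (median −0.0065, adjusted p = 0.713), without sham replicate 3 (median 0.085, adjusted p = 0.273) and without the arrays with muscle, lymphoid or skin transcripts (median −0.12, adjusted p = 0.439). The strain difference was not called (median −0.040, adjusted p = 0.370 from camera), but passed camera without BALB/c HD 1 month replicate 3. At 1 month after LD, 20 of 22 were positive in C57BL/6 (median 0.35, adjusted p = 1.58e-06 from camera, adjusted p = 0.528 with an estimated correlation), against a median of −0.23 in BALB/c (adjusted p = 0.0467 from camera, adjusted p = 0.889 with an estimated correlation), where the call ended without LD replicate 1 (median −0.27, adjusted p = 0.0541), without LD replicate 2 (median −0.20, adjusted p = 0.221), without sham replicate 1 (median −0.27, adjusted p = 0.0877) and without sham replicate 2 (median 0.049, adjusted p = 0.767) and the median was 0.050 with plate column as a covariate. The strain difference was −0.52 (adjusted p = 6.18e-06 from camera, adjusted p = 0.547 with an estimated correlation).

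Luminal genes were lower at 1 month after HD in BALB/c, 28 of 30 with a median of −1.02 (adjusted p = 1.73e-23 from camera, adjusted p = 0.156 with an estimated correlation), and in C57BL/6, with a median of −0.47 (adjusted p = 3.52e-04 from camera, adjusted p = 0.507 with an estimated correlation). None of them passed at an adjusted p under 0.05 over all genes in BALB/c and 1 did in C57BL/6. Adjusted over the list alone, 1 was higher and 26 lower in BALB/c, and 1 higher and 8 lower in C57BL/6. The strain difference was −0.52 (adjusted p = 4.26e-07 from camera, adjusted p = 0.446 with an estimated correlation). Lists of other cell types moved in the same comparisons, and the make-up of the samples was not told apart from a change within cells, for these genes or the interferon response genes. In BALB/c myoepithelial genes had a median of −0.30 (adjusted p = 0.00189 from camera, adjusted p = 0.484 with an estimated correlation), T cell genes 0.72 (adjusted p = 0.00214 from camera, adjusted p = 0.753 with an estimated correlation, a call that ended without HD replicate 1, median −0.045, adjusted p = 0.991 and without the arrays with muscle, lymphoid or skin transcripts, median 0.032, adjusted p = 0.900) and B cell genes 0.70 (adjusted p = 0.00415 from camera, adjusted p = 0.753 with an estimated correlation, a call that ended without HD replicate 1, median 0.020, adjusted p = 0.555 and without the arrays with muscle, lymphoid or skin transcripts, median −0.029, adjusted p = 0.721). In C57BL/6 adipocyte genes had a median of 0.35 (adjusted p = 1.07e-05 from camera, adjusted p = 0.355 with an estimated correlation), myoepithelial genes −0.28 (adjusted p = 0.00228 from camera, adjusted p = 0.480 with an estimated correlation), macrophage genes −0.34 (adjusted p = 0.00485 from camera, adjusted p = 0.666 with an estimated correlation, a call that ended without HD replicate 1, median −0.044, adjusted p = 0.454 and without sham replicate 4, median −0.29, adjusted p = 0.0783), endothelial genes 0.25 (adjusted p = 0.00127 from camera, adjusted p = 0.480 with an estimated correlation), T cell genes 0.38 (adjusted p = 3.29e-04 from camera, adjusted p = 0.480 with an estimated correlation, a call that ended without HD replicate 3, median 0.12, adjusted p = 0.163), B cell genes 0.34 (adjusted p = 0.00176 from camera, adjusted p = 0.507 with an estimated correlation, a call that ended without HD replicate 3, median 0.037, adjusted p = 0.879) and skeletal muscle genes −1.66 (adjusted p = 1.09e-05 from camera, adjusted p = 0.507 with an estimated correlation, a call that ended without sham replicate 2, median −0.35, adjusted p = 0.0569 and without the arrays with muscle, lymphoid or skin transcripts, median −0.35, adjusted p = 0.0569).

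The LD and HD responses at 1 month in C57BL/6 shared 90 genes at the study's thresholds, 87 with the same sign, where independent lists give 3.6 and shuffled residuals with common sham arrays 6.76 on average and 49 at most. Without sham replicate 4 the count was 150. With the sham arrays split between the doses, 39 to 67 genes were shared.

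The Table 3 genes outside mitosis differed between the LD responses of the strains at 1 month, higher in BALB/c in 9 of 9 with a median of 0.81 (adjusted p = 1.99e-06 from camera, adjusted p = 0.0124 with an estimated correlation). The study chose this list on these arrays.

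Pdxdc1 differed between the strains in the MG at baseline in opposite directions at its probe sets, with 4.54, −3.60 and −0.85.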
